# BMSC-derived exosomal miR-27a-3p and miR-196b-5p regulate bone remodeling in ovariectomized rats

**DOI:** 10.7717/peerj.13744

**Published:** 2022-09-22

**Authors:** Guohua Lai, Renli Zhao, Weida Zhuang, Zuoxu Hou, Zefeng Yang, Peipei He, Jiachang Wu, Hongxun Sang

**Keywords:** Exosomes, MicroRNAs, Bone marrow mesenchymal stem cell, Postmenopausal osteoporosis, Osteogenic differentiation, Osteoclast, Next-generation sequencing

## Abstract

**Background:**

In the bone marrow microenvironment of postmenopausal osteoporosis (PMOP), bone marrow mesenchymal stem cell (BMSC)-derived exosomal miRNAs play an important role in bone formation and bone resorption, although the pathogenesis has yet to be clarified.

**Methods:**

BMSC-derived exosomes from ovariectomized rats (OVX-Exo) and sham-operated rats (Sham-Exo) were co-cultured with bone marrow-derived macrophages to study their effects on osteoclast differentiation. Next-generation sequencing was utilized to identify the differentially expressed miRNAs (DE-miRNAs) between OVX-Exo and Sham-Exo, while target genes were analyzed using bioinformatics. The regulatory effects of miR-27a-3p and miR-196b-5p on osteogenic differentiation of BMSCs and osteoclast differentiation were verified by gain-of-function and loss-of-function analyses.

**Results:**

Osteoclast differentiation was significantly enhanced in the OVX-Exo treatment group compared to the Sham-Exo group. Twenty DE-miRNAs were identified between OVX-Exo and Sham-Exo, among which miR-27a-3p and miR-196b-5p promoted the expressions of osteogenic differentiation markers in BMSCs. In contrast, knockdown of miR-27a-3p and miR-196b-5p increased the expressions of osteoclastic markers in osteoclast. These 20 DE-miRNAs were found to target 11435 mRNAs. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses revealed that these target genes were involved in several biological processes and osteoporosis-related signaling pathways.

**Conclusion:**

BMSC-derived exosomal miR-27a-3p and miR-196b-5p may play a positive regulatory role in bone remodeling.

## Introduction

Osteoporosis is one of the most common diseases caused by abnormal bone metabolism and is characterized by reduced bone mass and altered microarchitecture, which increases the susceptibility to fractures (Chen et al., 2015; Yang et al., 2019; Marini, Cianferotti & Brandi, 2016). With the issue of increased population aging, the incidence of osteoporosis and secondary fracture has also risen rapidly, increasing the economic burden of families and society (Abrahamsen, Skjødt & Vestergaard, 2019; Lizneva et al., 2018). Osteoporosis is most common in postmenopausal women with estrogen deficiency due to the imbalance between bone formation by osteoblasts and bone resorption by osteoclasts (Manolagas, 2000). Bone marrow mesenchymal stem cells (BMSCs) are one of the sources of osteoblasts, which play a major role in new bone formation (Marie & Kassem, 2011), while osteoclasts are the main cells responsible for bone resorption (Wang et al., 2021). Studies have shown that exosomes play an important role in the communication between osteoblasts and osteoclasts and affect the progression of osteoporosis, in which microRNAs (miRNAs) exhibit a major effect, but the mechanism has yet to be clarified (Sun et al., 2016; Wang et al., 2021).

MiRNAs are ∼22-nucleotide noncoding RNAs that regulate gene expression at the posttranscriptional level by targeting mRNA (Li et al., 2016; Ma et al., 2019). Abnormal expression of miRNAs is involved in a variety of bone metabolic processes, including proliferation and differentiation of osteoblasts and osteoclasts (Sun et al., 2016). For example, miR-214 levels negatively correlate with reduced bone formation in both human and mouse bone specimens. miR-214 inhibits osteoblast activity and matrix mineralization *in vitro* and inhibits bone formation *in vivo* (Wang et al., 2013). However, most previous studies on miRNA have focused on intracellular, and little attention has been paid to the role of miRNA in the extracellular environment. Recent studies have shown that miRNAs facilitate intercellular communication, such as transducing signals through exosomes (Montecalvo et al., 2012; Mittelbrunn et al., 2011; Valadi et al., 2007).

Exosomes are extracellular vesicles, approximately 40–120 nm in diameter, that contain a variety of proteins and RNAs and are associated with cancer, immune diseases and skeletal disorders (Ohno et al., 2013; Montecalvo et al., 2012; Xu et al., 2018a; Xu et al., 2018b; Sheinerman et al., 2013). Interestingly, exosomes can protect RNA from the degradation of RNase because of their unique membrane structure (Zhang & Jin, 2020). BMSC-derived exosomal miRNA plays an important role in osteoblast and osteoclast differentiation and the development of osteoporosis. For example, up-regulation of BMSC-derived exosomal miR-150-3p promotes osteoblast proliferation and differentiation *in vitro* and attenuates the osteoporotic phenotype in ovariectomized rats *in vivo* (Qiu et al., 2021). MSCs from ankylosing spondylitis patients (ASMSCs) exhibit a stronger ability to inhibit osteoclastogenesis than MSCs from healthy donors and miR-4284 is decreased in ASMSCs. MiR-4284 can regulate MSC-mediated inhibition of osteoclastogenesis (Liu et al., 2019). Therefore, the miRNAs transferred by exosomes to recipient cells may exert a significant effect on cellular functions. To understand the role of exosomes in postmenopausal osteoporosis (PMOP), an extensive study on exosomal miRNAs is imperative.

Ovariectomy is the most common method used in the PMOP model. Typically, ovariectomized (OVX) rats were used to establish the PMOP rat model, while sham-operated (Sham) rats were used as non-osteoporotic controls. Researchers often use micro-computed tomography (micro-CT) to scan the distal femur or lumbar spine of rat models and analyze the bone microarchitecture of region of interest (ROI) by bone mineral density (BMD), bone trabecular number (Tb.N), bone trabecular spacing (Tb.Sp), bone trabecular morphology factor (Tb.Pf), bone volume percentage (BV/TV), and bone surface density (BS/TV) to assess the osteoporosis of the model.

Osteogenic differentiation and osteoclast differentiation are the two main phenotypes in bone remodeling studies. Osteogenic differentiation ability is commonly measured by alkaline phosphatase (ALP) activity, alizarin red staining, and mRNA and protein expression of osteogenic markers, such as osteocalcin (OCN), osterix (OSX), osteopontin (OPN), and runt-related transcription factor 2 (RUNX2), *etc* (Zhang et al., 2021; Zhang et al., 2020). Furthermore, osteoclast differentiation ability is commonly assayed by the number of tartrate resistant acidic phosphatase (TRAP)-positive cells and the expression of osteoclastic markers, such as TRAP, cathepsin K (CTSK), and nuclear factor of activated T-cell cytoplasmic 1 (NFATc1) (Chen et al., 2014; Yu et al., 2021).

This study focused on identifying the differentially expressed miRNAs (DE-miRNAs) of BMSC-derived exosomes from OVX rats (OVX-Exo) and Sham rats (Sham-Exo) using next-generation sequencing (NGS) and validating the regulatory roles of candidate miRNAs on BMSCs osteogenic differentiation and osteoclast differentiation. Thus, our study provides a potential therapeutic approach for PMOP.

## Material and Methods

### Experimental animals

A total of 18 Sprague-Dawley rats (female, 12 weeks old, weighing 220 ± 10 g) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). All experimental animal procedures were approved by the Animal Ethics Committee of Shenzhen Hospital of Southern Medical University, China (approval No. 2021-0057). The rats were maintained on a 12-h light/dark cycle at 22 ° C with 50–55% humidity, and got free access to food and water. After one week of acclimatization, the rats were equally and randomly assigned to the OVX and Sham groups (9 rats per group). The rats were anesthetized by an intraperitoneal injection of 2% 2,2,2-tribromoethanol (Macklin, Shanghai, China). Then, bilateral ovaries were removed from the OVX rats, while peripheral ovarian fat was removed from the Sham rats, as described previously (Wu et al., 2021). After completion of operation the resuscitated rats were kept in the same conditions as before operation. To evaluate the rat PMOP model, rats were euthanized by cervical decoupling 12 weeks after the operation, and the fourth lumbar vertebrae (L4) were scanned using micro-CT (SkyScan 1176; Bruker, Kontich, Belgium) and analyzed for bone microstructure. The parameters were as follows: voxel size 10.139475 µm, medium resolution, 85 kV, 200 µA, one mm Al filter and integration time 384 ms. The data were analyzed using the manufacturer ’s evaluation software, including SkyScan NRecon (version 1.7.4.2), CTvox (version 3.3.0) and CTAn (version 1.18.8.0).

### Culturing and identification of BMSCs

BMSCs were isolated from the femur and tibia of OVX and Sham rats and cultured in growth medium, as described previously (Xu et al., 2018a; Xu et al., 2018b). Briefly, the bilateral femurs and tibia were harvested under sterile conditions, and the bone marrow was collected. BMSCs were cultured in 10-mm Petri dish and replaced with the growth medium every other day. The growth medium included *α*-minimum essential medium (*α*-MEM), 10% fetal bovine serum (FBS), and 1% penicillin and streptomycin solution (Gibco, Carlsbad, CA, USA). BMSCs were passaged when the cell density reached 80–90% confluency.

Flow cytometric characterization was performed as described previously (Wu et al., 2021). Briefly, the passage 3 BMSCs were digested with 0.25% trypsin and suspended to a concentration of 1 × 10^6^ cells/mL with cell staining buffer (BioLegend, San Diego, CA, USA). Next, the cells were incubated with antibodies against CD29-phycoerythrin (PE; #102207), CD90-PE (#202207), CD11b-PE (#201807), or CD90-PE (#202523, BioLegend, San Diego, CA, USA) in the dark at 4 °C for 45 min. A tube of cells suspended in PBS was set as the control group. Subsequently, the cells were collected by centrifugation (4 °C, 150 × *g*, 5 min), and the cells were analyzed by flow cytometry on a Sony SA3800 apparatus (Sony Biotechnology, Tokyo, Japan).

For osteogenic differentiation of BMSCs, the cells were cultured in osteogenic induction medium (Cyagen Biosciences, Guangzhou, China) for 14 days and stained with alizarin red. For adipogenic differentiation, the cells were stained with Oil Red O after 3 weeks of culturing in adipogenic induction medium (Cyagen Biosciences).

### Osteoclast culture and differentiation induction

For the isolation of bone marrow-derived macrophages (BMMs), bone marrow cells (BMCs) were lysed with erythrocyte lysate buffer (Leagene, Beijing, China) and centrifuged at 1200 rpm/min for 5 min. After removal of the supernatant, BMCs were cultured overnight in complete medium (*α*-MEM + 10% FBS), and then the unadhered cells were collected and cultured for 2 days in complete medium supplemented with 30 ng/mL macrophage colony stimulating factor (M-CSF) (PeproTech, Hamburg, Germany). BMMs were then inoculated into 96-well culture plates (8000 cells/well) and cultured in complete medium containing 30 ng/mL M-CSF and 50 ng/mL receptor activator ligand of NF-kB (RANKL) (PeproTech) for 4 days (the medium was changed every 2 days). Tartrate-resistant acid phosphatase (TRAP) activity was detected with a TRAP Stain Kit (Sigma-Aldrich, St. Louis, MI, USA) according to the manufacturer’s protocol, and the mRNA of osteoclastic markers were detected by real-time quantitative reverse transcription-PCR (qRT-PCR).

### Isolation and characterization of BMSC-derived exosomes

When passage 3 BMSCs reached a confluency of 80–90%, the culture medium without exosomes was replaced, and the supernatant was collected after 2 days. The exosomes in the supernatant of BMSCs were extracted by differential ultracentrifugation (Rotor: SW *32 Ti*, Beckman Coulter, Brea, CA, USA). Briefly, the supernatant was collected by centrifugation at 300, 2000, and 10,000 × *g* for 10, 10, and 30 min to remove the cells and cell debris. Next, protein contaminants were removed by ultracentrifugation of the supernatant at 110,000 × *g* for 70 min twice, and the precipitate was resuspended in PBS buffer. Subsequently, exosomes in the precipitate were resuspended in 100 µL PBS and stored at −80 ° C (Théry et al., 2006; Chen et al., 2019).

The approximate concentration and diameter of the exosomes were measured by nanoparticle tracking analysis (NTA) using a ZetaView Particle Metrix (Particle Metrix, Meerbusch, Germany). The shape and size of the exosomes were observed by transmission electron microscopy (TEM) (FEI Tecnai G2 Spirit BioTwin; FEI, Hillsboro, OR, USA). The exosome positive markers (CD81, Hsp70, and TSG101) and purity control (Calnexin) were detected by Western blotting.

### Isolation of exosomal total RNA and miRNA sequencing

BMSC-derived exosomal total RNA was extracted using TRIzol (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The integrity of total RNA was analyzed by an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and RNA integrity number (RIN) >7 was used for NGS. The concentration of total RNA was detected by NanoDrop™ 2000 (Thermo Fisher Scientific) (Pang et al., 2020). As described previously, miRNA sequencing was performed on the Illumina HiSeq 2500 platform from LC Sciences (Hangzhou, China) (Pang et al., 2019). The raw reads of each sample were internally programmed by ACGT101-miR, and clean reads were obtained by removing the adapter dimers, junk, low complexity, common RNA families (rRNA, tRNA, snRNA, and snoRNA), and repetition. Then, unique sequences of 18–26 nucleotides were mapped to the precursors of *Rattus norvegicus* in miRBase 22.0 to identify the known and novel miRNAs. L/R ±  *n* indicated that the detected miRNA sequence was n bases more/less than the known miRNAs on the left/right side. The read counts corresponding to tags per million counts (TPM) ratio was used to normalize the expression levels of miRNAs. DE-miRNAs were identified by fold-change ≥2 or fold-change ≤0.5 and *P* ≤ 0.05.

### Target gene prediction, GO and pathway enrichment analysis

To study the possible functions of DE-miRNAs, miRanda and TargetScan algorithms were used to predict their target genes that were subsequently removed with a context score percentile <50 in the TargetScan algorithm and a max energy value > −10 in the miRanda algorithm. Finally, those found at the intersection of the two algorithms were considered the final target genes of DE-miRNAs. The Gene Ontology (GO) project (http://www.geneontology.org) was used to analyze the gene function of the target genes of DE-miRNAs. We identified the significant pathways associated with enriched DE-miRNAs according to KEGG analysis (http://www.genome.jp/kegg). Fisher’s exact test and *χ*^2^ test were used to classify the GO categories and KEGG pathways, and the false discovery rate (FDR) was calculated to correct the *P*-value. The thresholds of *P* < 0.05 and FDR < 0.05 were used to select the significant GO categories and KEGG pathways.

### Exosome uptake assay

OVX-Exo and Sham-Exo were incubated with PKH26 (Sigma) for 5 min, and then the fluorescently labeled exosomes were centrifuged at 10,000 × *g* for 30 min and the supernatant was collected to remove the unbound dye. Subsequently, the exosomes were collected by 110,000 × *g* ultracentrifugation for 70 min. BMMs were cocultured with PKH26-labeled exosomes for 24 h and fixed with 4% paraformaldehyde. In the blank control group, exosomes were replaced with an equal volume of PBS. Cell cytoskeleton and nucleus were labeled with phalloidine and DAPI (Solarbio, Beijing, China), respectively, and observed under an Olympus FV1200 confocal microscope (Olympus, Tokyo, Japan).

### Cell transfection

When the confluence of BMSCs and BMMs reached 50–60%, cells were transfected with mimic-NC, miR-27a-3p mimic, miR-196b-5p mimic, inhibitor-NC, miR-27a-3p inhibitor or miR-196b-5p inhibitor (RiboBio, Guangzhou, China) using Lipofectamine™ RNAiMAX Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The final concentration of miRNA mimic and mimic-NC were 100 nM, and miRNA inhibitor and inhibitor-NC were 200 nM. After 12 h of transfection, the transfection reagent was replaced with osteogenic induction medium or osteoclast induction medium. After 48 h of induction, mRNAs and proteins of osteogenic or osteoclastic markers were detected by qRT-PCR and Western blot, respectively.

### qRT-PCR

Total RNA of cells and exosomes was extracted by TRIzol (Thermo Fisher Scientific). When the exosomes were fully lysed, 1 pmol of cel-miR-39-3p standard RNA was added. For miRNA detection, total RNA was reverse transcribed and amplified using the miDETECT A TrackTM miRNA qRT-PCR Starter Kit (RiboBio). For mRNA detection, total RNA was reverse transcribed with a TransScript All-in-One First Strand cDNA Synthesis SuperMix kit (TransGen Biotech, Beijing, China). PerfectStart Green qPCR SuperMix kit (TransGen) was used for quantitative real-time PCR (qPCR) on a LightCycler 96 instrument (Roche, Basel, Switzerland). The relative quantification was carried out by the 2^−ΔΔ*CT*^ method. Cel-miR-39-3p was used as an external control for the detection of exosomal miRNAs, and U6 and *β*-actin were used as internal controls for cellular miRNA and mRNA detection, respectively. Cel-miR-39-3p standard RNA (Cat. miRB0000010), cel-miR-39-3p primer (Cat. miRA0000010) and U6 primer (Cat. miRAN0002) were purchased from RiboBio. Primer sequences for qRT-PCR are listed in Table S1.

### Western blot

Total proteins were extracted from the cells and exosomes using the Whole Cell Lysis Assay (KeyGen Biotech, Nanjing, China), and the protein concentration was determined by the FD™ BCA Protein Quantitative Kit (Fdbio Science, Hangzhou, China). The lysates were separated by 10% SDS-PAGE (Fdbio Science), and the proteins were transferred to a polyvinylidene difluoride membrane (Millipore, Billerica, MA, USA). Then, the blotting membrane was blocked with 5% milk in tris buffered saline with Tween 20 (TBST; Fdbio Science) at room temperature for 1 h, followed by probing with rabbit anti-CD81 (ab109201; Abcam, Cambridge, UK; 1:1,000), anti-TSG101 (ab125011; Abcam; 1:1,000), anti-Hsp70 (ab181606; Abcam; 1:1,000), anti-Calnexin (ab22595, Abcam; 1:1,000), anti-ALP (DF6225; Affinity Biosciences, Jiangsu, China; 1:500), anti-OCN (sc-390877; Santa Cruz Biotechnology, Santa Cruz, CA, USA; 1:100), anti-OSX (ab209484; Abcam; 1:1,000), anti-RUNX2 (ab236639; Abcam; 1:1,000) or anti-beta-actin (KC-5A08; Kangcheng Biotech, Shanghai, China; 1:10,000) antibodies, at 4 ° C overnight. Subsequently, the membranes were incubated with horseradish peroxidase (HRP)-coupled goat anti-rabbit IgG H&L (ab205718; Abcam; 1:10,000) or goat anti-mouse IgG H&L (HRP) (ab205719; Abcam; 1:10,000). Signals were detected with the Immobilon Western Chemiluminescent HRP substrate (Millipore) and recorded on an X-ray film (Estman Kodak Company, XBT-1).

### Statistical analysis

Statistical analysis was carried out using SPSS 25.0 software (IBM Corp., Armonk, NY, USA.), and *P* < 0.05 indicated statistical significance. Measurement data were expressed as the mean ± standard deviation (SD). Normally distributed data and homogeneity of variance between the two groups were compared using unpaired t-tests.

## Results

## Evaluation of the osteoporotic rat model and identification of BMSCs

Analysis of morphological data showed that BMD and Tb. N of the fourth lumbar vertebrae were significantly decreased in OVX rats compared to Sham rats, BV/TV and BS/TV showed a decreasing trend, while Tb. Sp and Tb. Pf were significantly increased (Fig. 1A). The micro-CT images showed that the trabecular bone of fourth lumbar vertebrae decreased significantly in OVX rats compared to Sham rats (Fig. 1B). After 2 weeks of osteogenic differentiation of BMSCs, a large number of red nodules could be seen by alizarin red staining (Fig. 1C). 3-week after induction of adipogenic differentiation, Oil Red O staining showed a large number of red lipid droplets (Fig. 1D). Flow cytometry analysis showed that the expression trend of the surface markers of MSCs was similar in the OVX and Sham rats. Specifically, CD29 and CD90 were highly expressed, while CD45 and CD11b had relatively low expressions. The expressions of CD29 (99.9%), CD90 (99.9%), CD45 (2.50%) and CD11b (1.58%) in OVX rats and their corresponding expressions in Sham rats (100%, 100%, 1.94% and 1.09%, respectively) were consistent with MSC characteristics (Fig. 1E) (Su et al., 2019).

**Figure 1:**
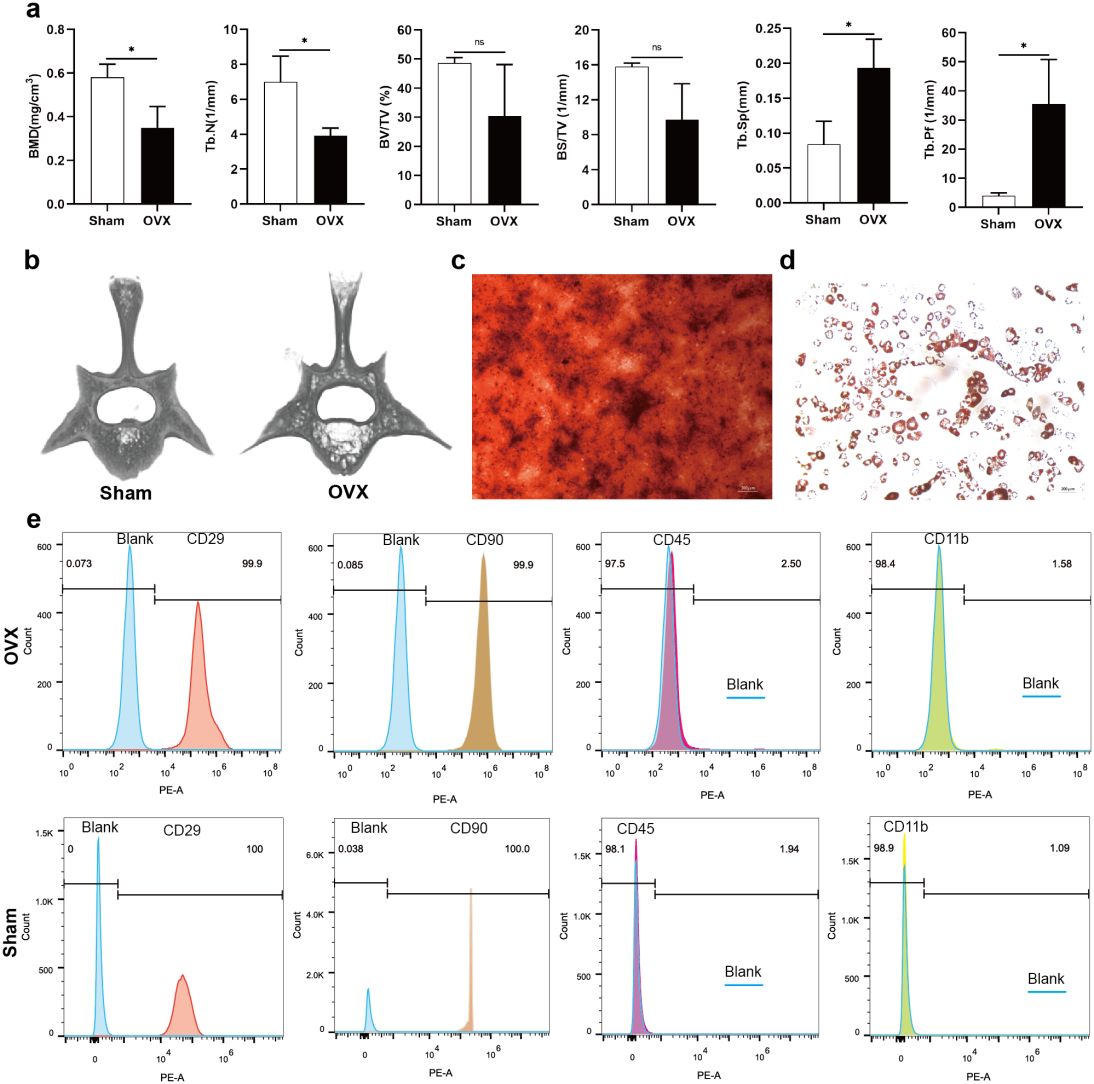
Evaluation of the osteoporotic rat model and identification of BMSCs. (A) BMD, Tb. N, BV/TV, BS/TV, Tb. Sp and Tb. Pf of the fourth lumbar vertebrae from Sham and OVX rats. (B) Micro-CT three-dimensional view of the fourth lumbar vertebrae from Sham and OVX rats. (C) Evaluation of osteogenic differentiation of BMSCs by alizarin red staining (scale bars = 300 µm). (D) Evaluation of adipogenic differentiation of BMSCs by Oil Red O staining (scale bars = 200 µm). (E) The expressions of CD29, CD90, CD45 and CD11b in BMSCs are analyzed by flow cytometry. Data are presented as the mean ± SD, *n* = 3 rats/group. * *P* < 0.05, ns: not significant.

### Characterization and miRNA expression of BMSC-derived exosomes

TEM analysis showed that OVX-Exo and Sham-Exo were membrane microcapsules with a size of 40–120 nm (Fig. 2A). Western blot analysis indicated that the exosome markers CD81, HSP70 and TSG101 were highly expressed in OVX-Exo and Sham-Exo but were at low levels or absent in the cell lysates, in contrast to Calnexin (Fig. 2B). In addition, NTA confirmed that OVX-Exo were enriched in the range of 40–200 nm with a peak value of 107 nm (Fig. 2C), which were similar with those in Sham-Exo (Fig. 2D), consistent with previous reports (Kalluri & LeBleu, 2020).

**Figure 2:**
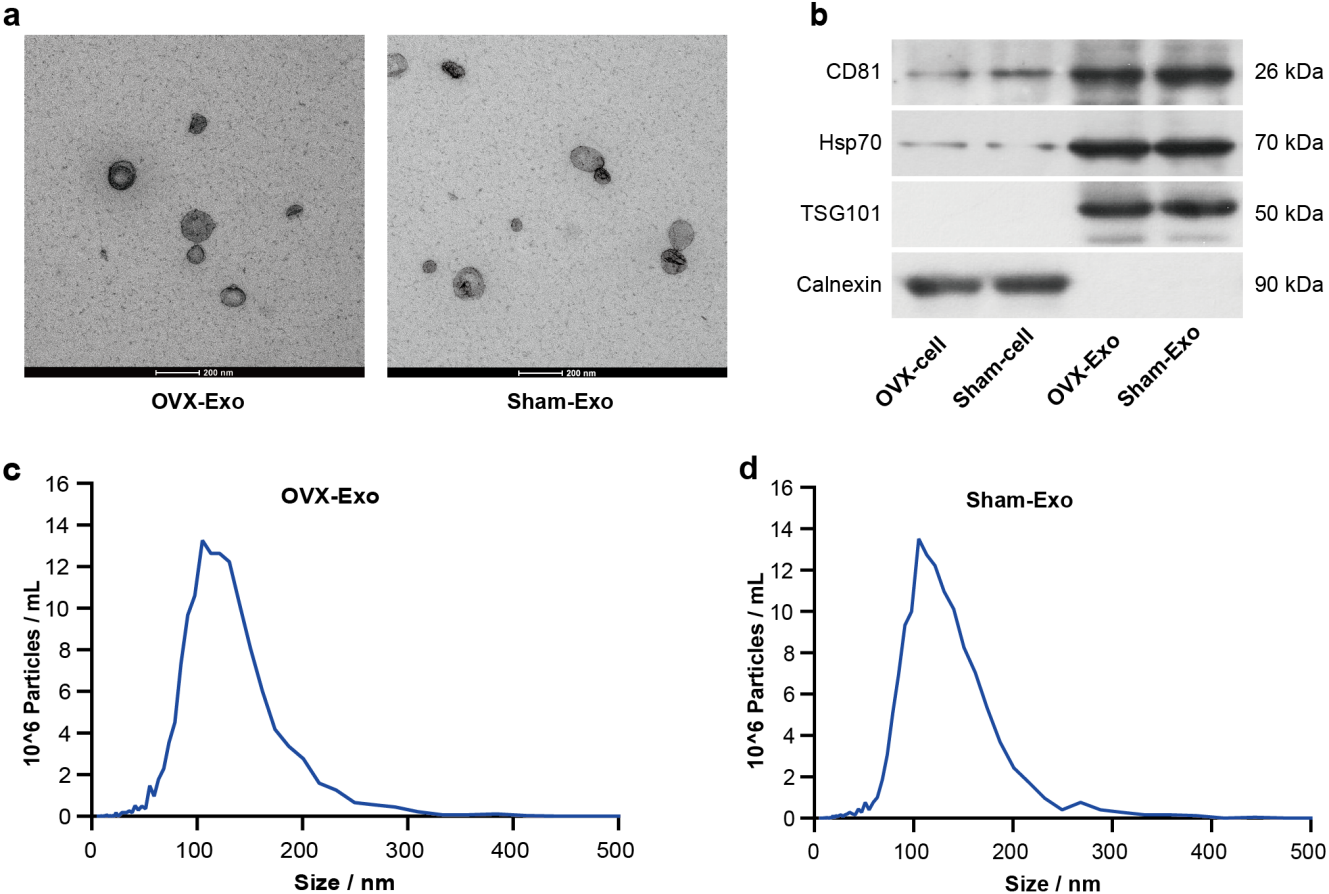
Characterization of BMSC-derived exosomes. (A) Transmission electron microscopy image showing the shape and size of OVX-Exo and Sham-Exo (scale bars = 200 nm). (B) Western blot indicats the expression of CD81, Hsp70, TSG101 and Calnexin in cellular and exosomal lysates of BMSCs. (C and D) Particle size distribution of OVX-Exo and Sham-Exo using nanoparticle tracking analysis.

### OVX-Exo promoted the expression of osteoclastic markers compared to Sham-Exo

After treatment with M-CSF and RANKL for 4 days, the number of TRAP-positive cells (Figs. 3A and 3B) and the mRNA expression of osteoclastic markers (Fig. 3C), such as tartrate resistant acidic phosphatase (ACP5), CTSK, and NFATc1, were significantly elevated compared with the control group. To explore the effects of Sham-Exo and OVX-Exo on osteoclast differentiation, the exosomes were cocultured with BMMs and the culture medium (complete medium containing M-CSF, RANKL and OVX-Exo or Sham-Exo) was changed every 2 days. After 4 days of coculturing, the mRNA expression of osteoclastic markers were remarkably elevated in the OVX-Exo-treated group compared with the Sham-Exo-treated group (Fig. 3D). In addition, after 24 h of coculturing, confocal microscopy images showed that Sham-Exo and OVX-Exo were incorporated into the cells, while no red fluorescence signal was detected in the cytoplasm of PBS group (Fig. 3E). Which molecule inside the exosomes was at play? We explored this query in the follow-up experiment.

**Figure 3:**
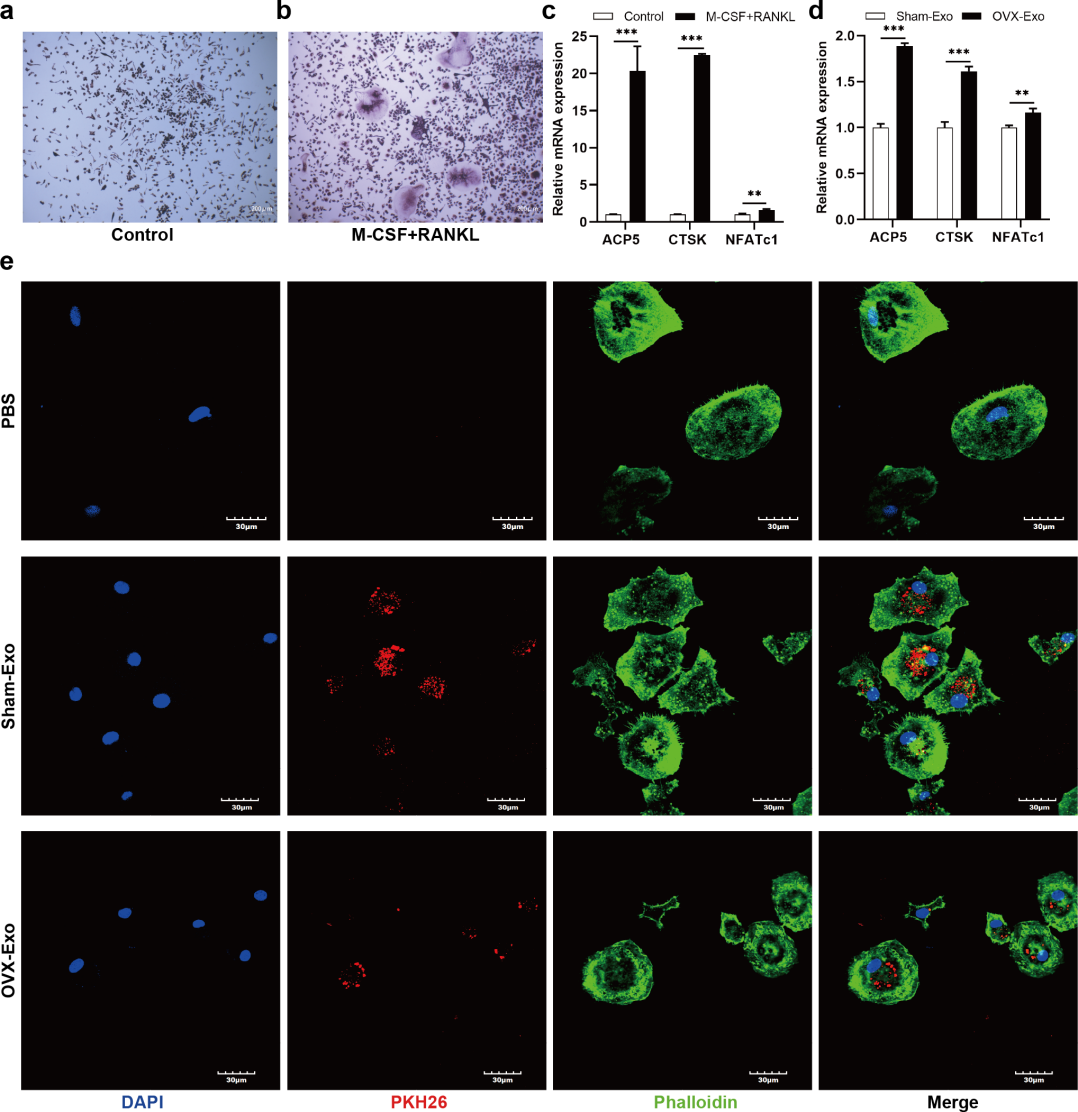
OVX-Exo and Sham-Exo are internalized by BMMs, affecting osteoclast differentiation. (A and B) TRAP staining of the control groups and M-CSF+RANKL induction group (scale bars = 200 µm). (C) The mRNA levels of ACP5, CTSK and NFATc1 in the M-CSF+RANKL induction group compared to the control group determined by qRT-PCR. (D) The mRNA levels of ACP5, CTSK and NFATc1 in osteoclasts cocultured with OVX-Exo compared to Sham-Exo determined by qRT-PCR. (E) Confocal microscopy images show that OVX-Exo and Sham-Exo are internalized by BMMs (scale bars = 30 µm). Exosomes are labeled with PKH26 (red); nuclei are labeled with DAPI (blue); and cytoskeletons are labeled with phalloidin (green). *β*-actin is used for normalization of mRNA. Data are presented as the mean ± SD, and all experiments were repeated three times. ** *p* < 0.01, *** *P* < 0.001.

### MiRNA expression of OVX-Exo and Sham-Exo

NGS revealed that a total of 708 miRNAs were identified in OVX-Exo and Sham-Exo (Table S2). Among these, 20 miRNAs (14 known and 6 novel) were significantly and differentially expressed (*P* < 0.05) between OVX-Exo and Sham-Exo (Table 1). 

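Small RNA was sequenced from the exosomes of passage 3 BMSCs, in 3 libraries from ovariectomized rats (OVX-Exo) and 3 from sham-operated rats (Sham-Exo). Of the 708 entries of Table S2, 183 carry the name of a rat miRNA (rno-miR), 16 another rat name such as a let-7 name, 123 the name of a miRNA of another species, and 386 are candidates without a listed miRNA name, whose names open with PC (PC candidates). The entries named rno-miR summed to 6490 ± 1424 TPM (tags of an entry relative to the library's total, the unit of the methods; SD, n = 3) in OVX-Exo and to 3815 ± 1473 (SD, n = 3) in Sham-Exo, a log2 difference of 0.83 (0.45 without Sham-Exo library 1). Every OVX-Exo library lay above every Sham-Exo library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The PC candidates lay the other way, at 11717 ± 1300 TPM (SD, n = 3) in OVX-Exo and 19218 ± 5908 (SD, n = 3) in Sham-Exo, again without overlap (exact permutation test, p = 0.1). Summed over every name but the PC candidates, the log2 difference turned to -0.87, through Sham-Exo library 2 alone (0.065 without it, a comparison chosen after the values were seen). That sum counts each of 7 mmu-mir-6240 entries with identical values in every library, so its size may rest in part on repeated counting. As the share of rno-miR in the raw reads of the table, with copies counted once, the log2 difference was 1.32.
The entries named after other species summed to 4512 to 6128 TPM in the OVX-Exo libraries, and to 9021, 75635 and 7203 in Sham-Exo libraries 1, 2 and 3. In Sham-Exo library 2, 7 entries of mmu-mir-6240 with overlapping sequences had the identical value of 8430 TPM (3270 reads each), so the same reads may be counted in each, and together made up 55.7% of the sum of the table, and the PC candidate PC-5p-4957_973 stood at 12365. The most abundant rat miRNA, miR-21-5p, was at 1558 ± 590 TPM (SD, n = 3) in OVX-Exo and 947 ± 439 (SD, n = 3) in Sham-Exo, and the PC candidate PC-3p-344_13914 at 4912 ± 617 and 4746 ± 3187.

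**Figure D1:**
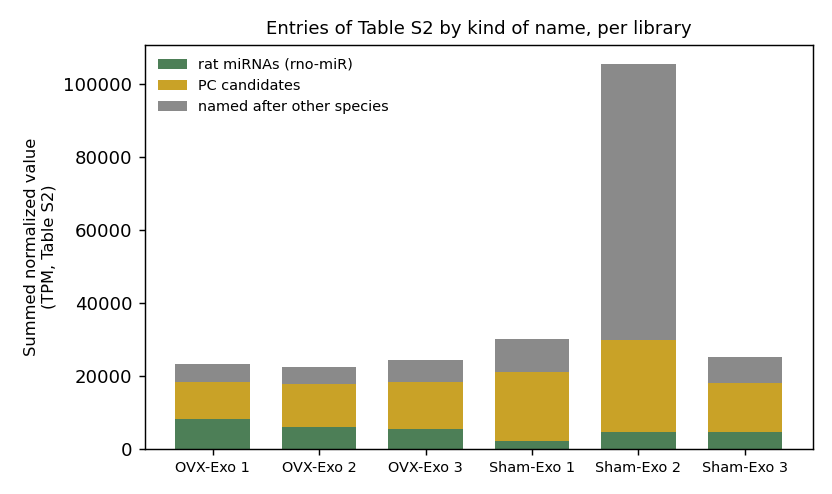
Summed normalized value (TPM) of entries of Table S2 in each of the 6 libraries, with stacked bars for rat miRNAs (entries named rno-miR), PC candidates and entries named after other species. The 16 entries with another rat name, such as a let-7 name, are not drawn. The bar of Sham-Exo 2 is the highest, with 75635 TPM in entries named after other species, and the bar segment of rat miRNAs is highest in OVX-Exo 1, at 8086.

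The authors trimmed and filtered the reads with ACGT101-miR, removing common RNA families and repeats, matched them to rat precursors of miRBase, and normalized each entry to TPM. Their 3 deposited tables group the entries by seed, by miRBase family and by precursor cluster and hold no value per library, so the groups were taken from these tables and the values of each library from Table S2. The ratio of raw to normalized values gives the total behind the normalization, 1215897, 1715187 and 1571091 reads in OVX-Exo libraries 1, 2 and 3 and 1071116, 387883 and 715150 in Sham-Exo libraries 1, 2 and 3. The entries of Table S2 summed to between 2.28% of that total, in OVX-Exo library 2, and 10.6%, in Sham-Exo library 2. Entries of identical value, such as those of mmu-mir-6240, were each counted in these sums. Of 2155 raw values above 0, 207 were exactly 5 reads, none was 1 or 2, and 72 lay between 1.67 and 4.5, 43 of them not whole. The minimum was thus not strict. A value of 0 was read as fewer than 5 reads, and 5 reads correspond to 2.92 TPM in OVX-Exo library 2 and to 12.9 in Sham-Exo library 2.
The groups were compared with limma, with a mean-variance trend, on log2(TPM + 1). The 364 entries above 0 in at least 3 of the 6 libraries were tested. A log2 fold change below is on that scale. The added 1 shrinks the change of low entries, while listed zeros, which may stand for some reads, can enlarge it. The sign can then differ from that of the group means, as for miR-146b-5p (log2 fold change 1.14, means of 7.71 TPM in OVX-Exo and 9.79 in Sham-Exo). Which rats gave each library is not known from the sources used here, so p-values measure only the spread between these libraries.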

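Of the 20 miRNAs of Table 1, 14 had higher values in OVX-Exo, 13 of them known and 1 a PC candidate, and 6 had lower values, 1 of them known and 5 PC candidates. MiR-31a-5p was at 197 ± 14.4 TPM (SD, n = 3) in OVX-Exo and 52.0 ± 25.4 (SD, n = 3) in Sham-Exo, and miR-199a-3p at 315 ± 42.6 and 91.0 ± 27.1. MiR-24-3p was at 37.2 ± 6.61 TPM in OVX-Exo (SD, n = 3) and was listed at 3.73, 0 and 0 in the Sham-Exo libraries. MiR-106b-5p, miR-34c-5p, miR-22-5p, miR-744-5p, miR-196b-5p and the candidate PC-5p-243764_13 were listed at 0 in each Sham-Exo library, with means between 5.25 (miR-196b-5p) and 11.11 TPM (miR-22-5p) in OVX-Exo. Among the entries with lower values, an entry of miR-5124a (mmu-miR-5124a_L+1_1ss6CA) was at 19.7 ± 7.22 TPM in OVX-Exo and 53.8 ± 9.25 in Sham-Exo (SD, n = 3), and PC-3p-114877_33 at 4.87 ± 5.29 and 29.5 ± 9.17. A far more abundant entry of miR-5124a with an overlapping sequence (mmu-miR-5124a_L-1_1ss5CA) was at 1682 ± 367 TPM in OVX-Exo and 1937 ± 1737 in Sham-Exo (SD, n = 3). Its log2 fold change was 0.22, so a lower level of miR-5124a as a whole is not shown.
In limma, none of the 364 entries passed an adjusted p of 0.05. The smallest adjusted p was 0.0928, shared by 19 entries, miR-31a-5p (log2 fold change 2.01, standard error 0.50), miR-199a-3p (1.82, standard error 0.46) and miR-24-3p (4.49, standard error 1.11) among them. Unlike these named entries, most of the 19 were listed at 0 in every Sham-Exo library. At an unadjusted p under 0.05, 38 entries were found, 29 higher and 9 lower in OVX-Exo (24 to 73 entries when 1 library was left out, with 73, 62 and 65 without Sham-Exo 1, 2 and 3), where 5% of the 364 is 18.2, and limma's voom on the raw reads gave 0 adjusted and 48 unadjusted calls. Among simulated unchanged entries with the real library totals and a minimum of 5 reads, 7.68% to 8.04% lay below an unadjusted p of 0.05, 22 to 23 entries a draw, of which 19 to 19.8 were higher in OVX-Exo. The spread between simulated libraries (dispersion 0.1) was set, not estimated from these libraries. Of the 38, 19 were listed at 0 in every Sham-Exo library and 1 was listed at 0 in every OVX-Exo library. The 38 hold 14 of the 20 miRNAs of Table 1. The other 6 were miR-22-3p, miR-199a-5p, PC-3p-47903_116, PC-3p-132011_28, PC-5p-91335_46 and PC-5p-9056_653. With listed zeros taken as 0, the groups did not overlap in any of the 20, nor in 69 (19.0%) of the 364 entries. Where a listed 0 may be anything up to 5 reads, this held for 13 of the 20 and for 46 (12.6%) of the 364, and was open for miR-106b-5p, miR-34c-5p, miR-22-5p, miR-744-5p, miR-196b-5p, miR-142-5p and PC-5p-243764_13. By chance alone, 3 libraries against 3 would leave 10% of entries without overlap, and the 20 were picked as different on these libraries. Adjusted over the list alone, 9 of the 20 were higher and 0 lower, which is no independent evidence since the list was chosen on these libraries.
After scaling by the reads of known rat miRNAs, the unadjusted calls became 23 higher and 39 lower, and the median log2 fold change of the 364 entries moved from 0.30 to -0.43. The adjusted count was 6 with at least 10 reads in 3 libraries, 15 of 93 among entries named rno-miR alone, 17 without OVX-Exo library 1 and 1 without Sham-Exo library 2, each of these entries higher in OVX-Exo. Of the 15 named rno-miR, 12 were listed at 0 in every Sham-Exo library.
The paper's methods set a fold change of at least 2 or at most 0.5 and a P of at most 0.05 for differential expression, and the paper lists these 20 miRNAs as differentially expressed.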

The hierarchical clustering illustrated the DE-miRNA profiles (Fig. 4A). 

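Several miRNAs of Table 1 share a precursor cluster, a seed or a miRBase family with other entries. The log2 fold changes of the tested partners were mostly positive, about as large as those of rat miRNAs in general. Of the rat miRNAs, 73 of 93 tested had a positive log2 fold change, with a median of 1.16. Of 21 entries of such partners, listed before the deposited tables were examined but after Table S2 had been seen, 12 could be tested. In this chosen list all 12 had a positive log2 fold change, with a median of 1.16 too. The group means of miR-146b-5p ran the other way, at 7.71 TPM in OVX-Exo and 9.79 in Sham-Exo. Of the 12, 3 are themselves in Table 1 (miR-24-3p, miR-22-5p and miR-22-3p), and the other 9 had a median of 1.14. After scaling by known rat miRNA reads 3 of the 12 turned negative. None passed limma's adjusted p of 0.05, and 3 did when adjusted over the list alone. These were miR-24-3p, miR-22-5p and miR-24-2-5p, the last at 15.7 ± 7.52 TPM (SD, n = 3) in OVX-Exo and listed at 0 in each Sham-Exo library. The list leaves out miR-27a-5p, from the precursor of miR-27a-3p, at a log2 fold change of -1.23 (-1.75 after scaling). Of all 17 tested entries outside Table 1 that share a seed, a miRBase family or a cluster with a miRNA of Table 1 in the deposited tables, a count made after the values were seen, 15 had a positive log2 fold change and 2 a negative one (miR-27a-5p and mmu-mir-5124a-p3_1ss6CA), with a median of 1.12. The 15 include miR-146b-5p, whose mean was lower in OVX-Exo.
In the cluster of miR-199a and miR-214 on chromosome 13 (miR-199a precursor at 80125487 to 80125596, plus strand, genome build not given in the sources used here), the summed value was 634 ± 75.0 TPM in OVX-Exo and 243 ± 94.5 in Sham-Exo (SD, n = 3; log2 fold change 1.46, standard error 0.52, limma adjusted p = 0.146). After scaling by known rat miRNA reads its log2 fold change was 0.63. Most of the sum came from miR-199a-3p and miR-199a-5p (means of 315 and 302 TPM in OVX-Exo). Both are in Table 1, so the sum says little of their partners. MiR-214-3p, reported in bone formation, had a log2 fold change of 1.18 (standard error 1.38, limma adjusted p = 0.782). The cluster of miR-99b, let-7e and miR-125a on chromosome 1, which holds no miRNA of Table 1, was at 167 ± 52.2 and 50.2 ± 27.3 TPM (SD, n = 3; log2 fold change 1.85, limma adjusted p = 0.136), and its log2 fold change was 1.03 after the same scaling.
None of 43 precursor clusters and none of 305 seed families passed limma's adjusted p of 0.05. At an unadjusted p under 0.05 there were 8 clusters, 7 of them higher in OVX-Exo, and 29 seed families, 21 of them higher. Without Sham-Exo library 2, 7 clusters and 1 seed family passed the adjusted threshold, and without OVX-Exo library 1, 15 seed families did. Of 70 miRBase families, 12 passed it, all higher in OVX-Exo, 6 of them with a miRNA of Table 1, such as the mir-199 family (log2 fold change 1.38, adjusted p = 0.0475) and the mir-34 family. In 9 of the 12 every Sham-Exo library was listed at 0, and the count was 8 among families of 2 or more members, 2 with a pseudocount of 10 and 1 without Sham-Exo library 1. In the deposited table 4 of the 12 families have 1 member among the entries (mir-744, mir-210, mir-615 and mir-31), and the same values did not pass when tested among entries or seed families. MiR-31a-5p had a limma adjusted p of 0.0928 among entries, 0.101 among seed families and 0.0141 among miRBase families, and miR-132 and miR-212 together had 0.136 as a cluster and 0.0128 as a family. The calls thus depend on which features were tested together.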

The volcano map reflected the distribution of all DE-miRNAs, with rno-miR-27a-3p and rno-miR-196b-5p specially annotated (Fig. 4B).

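MiR-27a-3p had 57.6 ± 21.3 TPM in OVX-Exo and 12.1 ± 10.5 in Sham-Exo (SD, n = 3). The OVX-Exo libraries were at 81.0, 39.4 and 52.5 TPM, the Sham-Exo libraries at 18.2, 18.0 and 0. MiR-196b-5p was scarce, at 4.93, 7.00 and 3.82 TPM in the OVX-Exo libraries, which are 6, 12 and 6 reads, and was listed at 0 in each Sham-Exo library. MiR-27a-3p was thus higher in each OVX-Exo library than in any Sham-Exo library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). For miR-196b-5p the order is not shown, since fewer than 5 reads can stand for up to 4.67, 12.9 and 6.99 TPM in Sham-Exo libraries 1, 2 and 3.
The mature sequence of miR-27a-3p is TTCACAGTGGCTAAGTTCCGC. The deposited tables place its precursor on chromosome 19 at 25318736 to 25318822, on the plus strand, in 1 cluster with miR-23a and miR-24-2. The genome build of these coordinates is not given in the sources used here. In this cluster miR-23a-3p was at 98.9 ± 41.6 TPM in OVX-Exo and 66.4 ± 49.1 in Sham-Exo (SD, n = 3), and its log2 fold change went from 0.71 to -0.12 after scaling by known rat miRNA reads. MiR-27a-5p, from the other arm of the miR-27a precursor, was at 8.25 ± 8.61 and 13.2 ± 7.69 TPM (SD, n = 3). MiR-27b-3p, which shares the seed TCACAGT with miR-27a-3p, was at 145 ± 64.8 and 65.2 ± 22.3 TPM (SD, n = 3; log2 fold change 1.12, standard error 0.53, limma adjusted p = 0.489), and its log2 fold change was 0.30 after that scaling. The raw values of miR-27a-3p and miR-27b-3p are not whole in several libraries (98.5 and 267.5 reads in OVX-Exo library 1), so reads were divided among entries or places and their split is uncertain. The sum of both does not depend on the split between them. It was 203 ± 85.3 TPM in OVX-Exo and 77.3 ± 17.8 in Sham-Exo (SD, n = 3). Its log2 fold change was 1.33 (limma adjusted p = 0.303 among seed families), and 0.50 after scaling by known rat miRNA reads. The mature sequence of miR-196b-5p is TAGGTAGTTTCCTGTTGTTGGG, and its precursor lies on chromosome 4 at 82199056 to 82199140, on the minus strand.

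**Figure D2:**
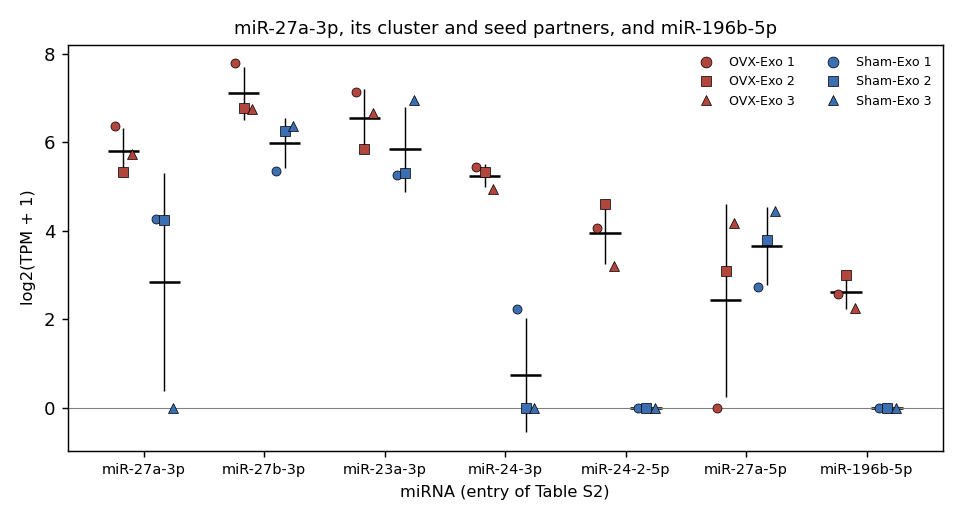
Values of miR-27a-3p, of partners in its cluster or seed family, and of miR-196b-5p, as log2(TPM + 1), with a point per library, a horizontal line at the mean of the 3 libraries of a group and a vertical line of 1 SD on each side. The points of OVX-Exo lie above those of Sham-Exo for miR-27a-3p, miR-27b-3p, miR-24-3p, miR-24-2-5p and miR-196b-5p, with every Sham-Exo point of miR-24-2-5p and miR-196b-5p at a listed 0, and the groups overlap for miR-23a-3p and miR-27a-5p.

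The log2 fold change of miR-27a-3p was 2.97 (standard error 1.21, limma adjusted p = 0.412). It was 2.18 after scaling by known rat miRNA reads and 1.55 without Sham-Exo library 3, where the miRNA is listed at 0. The fitted log2 fold change of miR-196b-5p was 2.61 (standard error 0.66, limma adjusted p = 0.0928), which depends on the pseudocount because Sham-Exo is at 0, and was 0.60 with a pseudocount of 10. Its adjusted p was 0.0060 among entries named rno-miR alone and 0.0348 without OVX-Exo library 1, within a range of 0.0060 to 0.629 over the alternatives. At the mean rate of OVX-Exo, between 2.04 and 5.62 reads of miR-196b-5p would be counted in a Sham-Exo library, near or under the minimum of 5 reads.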

**Table 1:** Differentially expressed miRNAs between OVX-Exo and Sham-Exo.

miRNA ID	*P*-value	Fold-change	Expression level (OVX-Exo vs. Sham-Exo)
Known miRNAs			
rno-miR-106b-5p	2.17 × 10^−3^	^a^	Up
rno-miR-31a-5p	2.68 × 10^−3^	3.78	Up
rno-miR-199a-3p	2.93 × 10^−3^	3.46	Up
rno-miR-34c-5p	3.41 × 10^−3^	^a^	Up
rno-miR-24-3p_R-2	6.51 × 10^−3^	29.92	Up
mmu-miR-5124a_L+1_1ss6CA	8.50 × 10^−3^	0.37	Down
rno-miR-22-3p	1.72 × 10^−2^	1.77	Up
rno-miR-22-5p_R-1	2.13 × 10^−2^	^a^	Up
mmu-miR-744-5p	2.28 × 10^−2^	^a^	Up
rno-miR-199a-5p	2.72 × 10^−2^	2.09	Up
rno-miR-196b-5p	3.00 × 10^−2^	^a^	Up
rno-miR-142-5p_L+2R-3	3.27 × 10^−2^	6.42	Up
rno-miR-146a-5p_R+1	4.03 × 10^−2^	5.62	Up
rno-miR-27a-3p	4.69 × 10^−2^	4.77	Up
Novel miRNAs			
PC-3p-47903_116	6.43 × 10^−3^	0.48	Down
PC-3p-132011_28	7.48 × 10^−3^	0.37	Down
PC-5p-243764_13	1.68 × 10^−2^	^a^	Up
PC-3p-114877_33	2.43 × 10^−2^	0.16	Down
PC-5p-91335_46	4.42 × 10^−2^	0.43	Down
PC-5p-9056_653	4.70 × 10^−2^	0.61	Down

**Notes.**

a miRNA was not detected in Sham-Exo.

OVX-Exo Bone marrow mesenchymal stem cells derived exosomes from ovariectomized rats Sham-Exo Bone marrow mesenchymal stem cells derived exosomes from sham-operated rats

**Figure 4:**
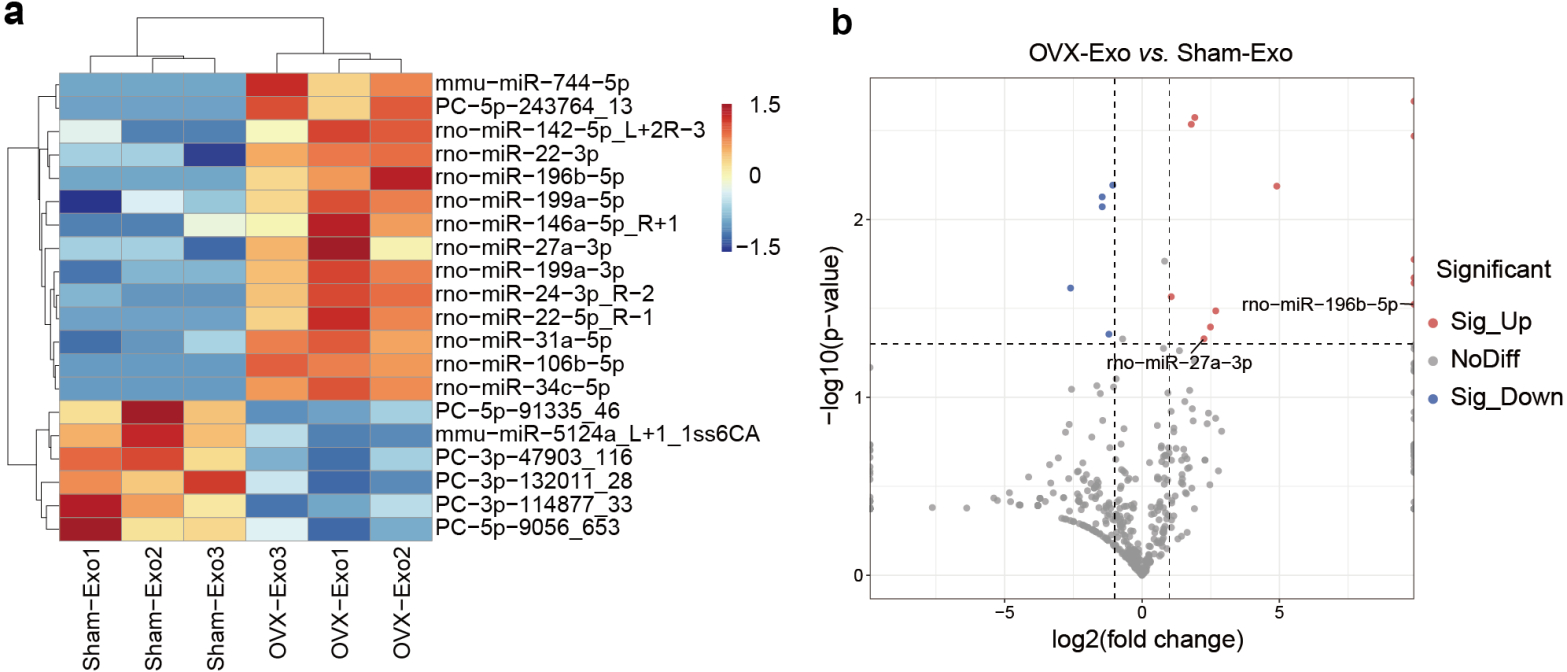
DE-miRNAs in OVX-Exo and Sham-Exo. (A) Hierarchical clustering of the DE-miRNAs. Red pixels represent high expression, and blue pixels represent low expression. The original expression values of the miRNAs are normalized using the *Z*-score. The absolute strength of the signal ranges from −1.5 to +1.5, and the corresponding color ranges from blue to red. (B) Volcano map showing the distribution of DE-miRNAs, with rno-miR-27a-3p and rno-miR-196b-5p specially annotated.

### Target gene prediction and bioinformatics analysis of DE-miRNAs

In this study, 20 DE-miRNAs targeted 5515 mRNAs (Table S3), with rno-miR-27a-3p having the highest number of target genes (1027 genes) (Fig. 5A), which *Adcyap1r1* and *Bdnf* were target genes of 16 DE-miRNAs (Fig. 5B). These target genes were significantly (*p* < 0.05) enriched in 1200 GO terms (835 biological processes, 161 cellular components, and 204 molecular functions) (Table S4). Fig. 5C lists the 10 most enriched GO terms according to *p*-value in terms of biological processes, cellular components and molecular functions. KEGG pathway analysis revealed 139 significantly different (*P* < 0.05) pathways between the OVX-Exo and Sham-Exo (Table S5). The 20 most significantly enriched KEGG pathways of target mRNAs of DE-miRNAs were shown in Fig. 5D. These target genes were enriched in several osteoporosis-related pathways, such as HIF-1, MAPK, Hippo, Ras, and p53 signalings.

**Figure 5:**
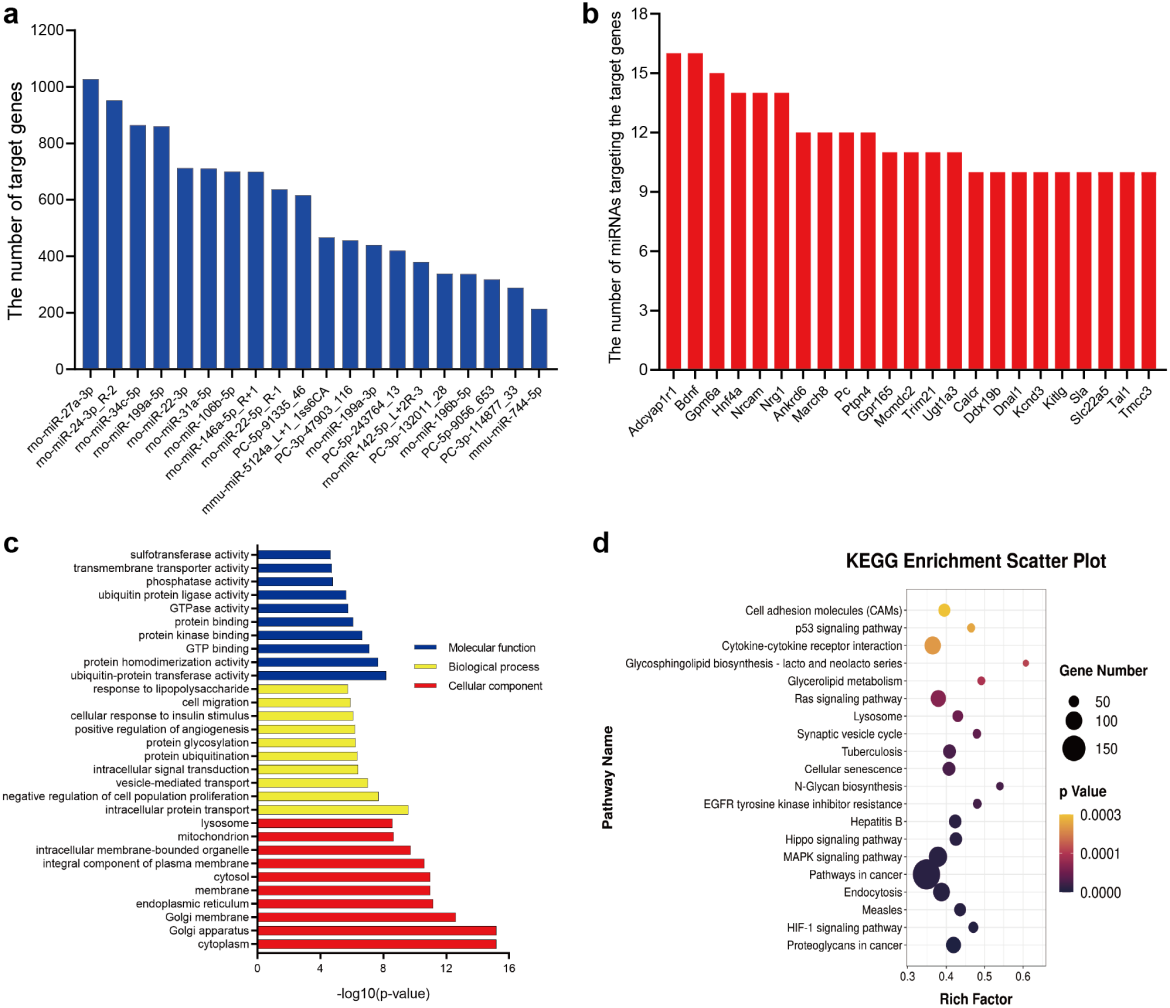
Bioinformatics analysis of target genes of DE-miRNAs. (A) The number of target genes predicted by DE-miRNAs. (B) The number of miRNAs targeting the target genes. (C) GO annotation of target genes. The 10 most enriched GO terms are listed with respect to biological process, cellular component, and molecular function based on *p*-values. (D) The 20 most common KEGG pathways of target mRNAs of DE-miRNAs.

### MiR-27a-3p and miR-196b-5p promoted osteogenic differentiation of BMSCs

To clarify the regulatory roles of these DE-miRNAs on osteogenic differentiation of BMSCs, we selected miR-27a-3p and miR-196b-5p for further study. According to miRBase (http://www.mirbase.org/), the sequence of human miR-27a-3p is identical to that of rat miR-27a-3p, and human miR-196b-5p shared the same sequence of rat miR-196b-5p. The expression of miR-27a-3p was decreased in BMSCs derived from OVX rats compared to Sham rats (Fig. 6A). During the osteogenic differentiation of BMSCs, the expression of miR-27a-3p was markedly increased at day 5, 7 and 9 after osteogenesis induction (Fig. 6B). The miR-27a-3p was overexpressed by transfection with miR-27a-3p mimic and knocked down with miR-27a-3p inhibitor. After 12 h of transfection, miR-27a-3p mimic- or miR-27a-3p inhibitor-transfected BMSCs showed significantly higher or lower expression of miR-27a-3p, respectively (Fig. 6C). The transfection reagent was then replaced with osteogenic induction solution. After 48 h of induction, protein and mRNA expression of osteogenic differentiation markers, such as ALP, OCN, OSX and RUNX2, were clearly enhanced in BMSCs transfected with miR-27a-3p mimic compared with the mimic-NC group, whereas the miR-27a-3p inhibitor group showed opposite trend (Figs. 6D–6F). Interestingly, miR-196b-5p was studied in the same way and the results were similar to miR-27a-3p (Figs. 6G–6L).

**Figure 6:**
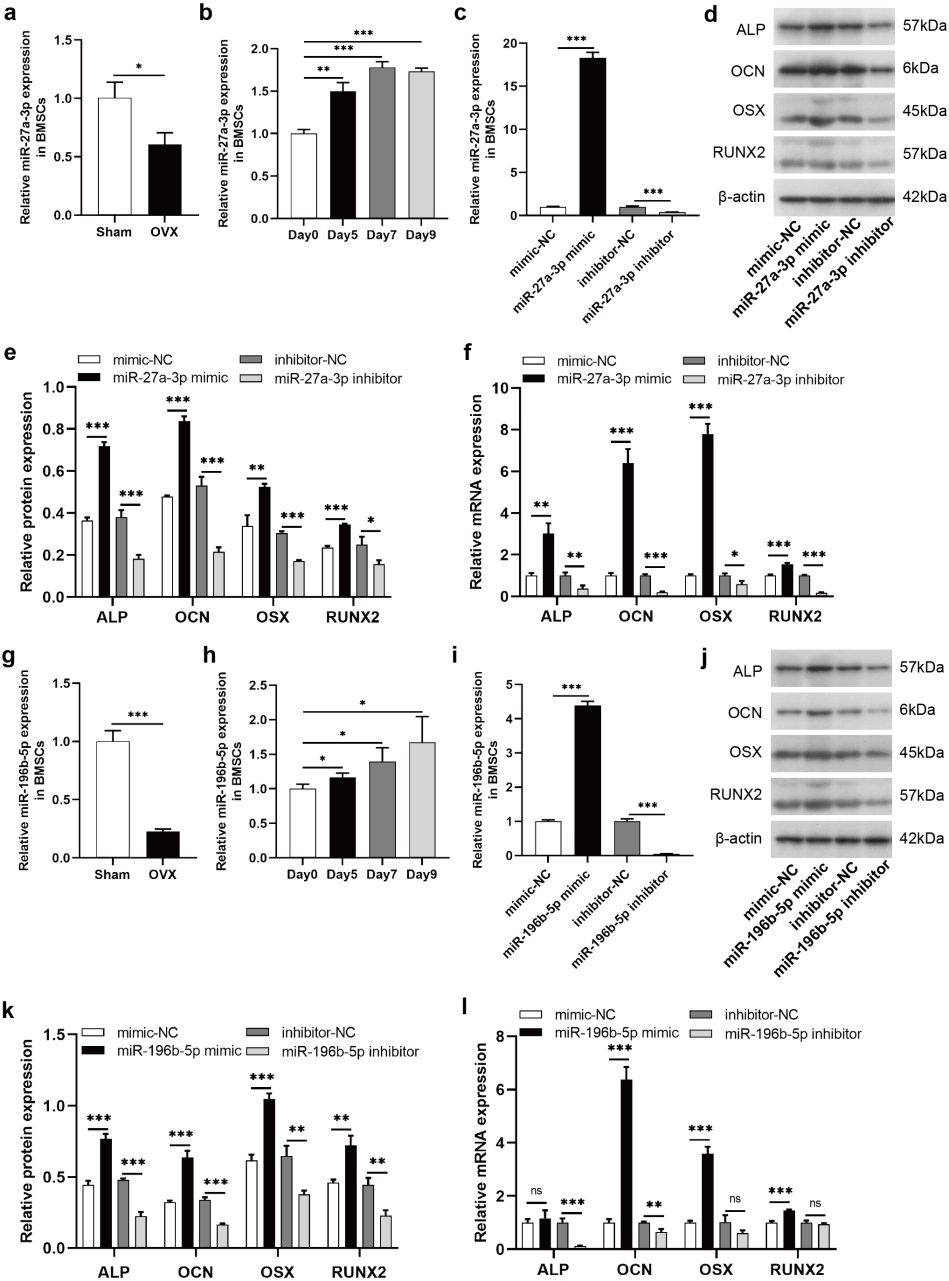
MiR-27a-3p and miR-196b-5p promote osteogenic differentiation of BMSCs. (A) Relative expression of miR-27a-3p in BMSCs from OVX rats compared with Sham rats. (B) Relative expressions of miR-27a-3p in BMSCs on day 5, 7 and 9 after osteogenesis induction compared with preinduction. (C) Relative expressions of miR-27a-3p in BMSCs transfected with miR-27a-3p mimic/inhibitor. (D–F) The protein and mRNA levels of ALP, OCN, OSX and RUNX2 in BMSCs transfected with miR-27a-3p mimic/inhibitor. (G) Relative expression of miR-196b-5p in BMSCs from OVX rats compared with Sham rats. (H) Relative expressions of miR-196b-5p in BMSCs on day 5, 7 and 9 after osteogenesis induction compared with preinduction. (I) Relative expressions of miR-196b-5p in BMSCs transfected with miR-196b-5p mimic/inhibitor. (J–L) The protein and mRNA levels of ALP, OCN, OSX and RUNX2 in BMSCs transfected with miR-196b-5p mimic/inhibitor. The expression levels of miRNA and mRNA were determined by qRT-PCR, and protein expressions were detected by western blot. U6 is used for the normalization of miRNA and *β*-actin is used for normalization of mRNA. *β*-actin served as the loading control in the western blot analysis. Data are presented as the mean ± SD, and all experiments were repeated three times. * *P* < 0.05, ** *p* < 0.01, *** *P* < 0.001, ns: not significant.

### Knockdown of miR-27a-3p and miR-196b-5p promoted osteoclast differentiation

The NGS results were verified by qRT-PCR, indicating that miR-27a-3p and miR-196b-5p were expressed at lower levels in OVX-Exo than that in Sham-Exo (Figs. 7A and 7B). Furthermore, we found that miR-27a-3p and miR-196b-5p expression were decreased during osteoclast differentiation. Briefly, miR-27a-3p and miR-196b-5p expression were decreased at day 4 after osteoclast differentiation induction compared with preinduction (Figs. 7C and 7D). We validated the modulatory effect of miR-27a-3p and miR-196b-5p on osteoclast differentiation by knocking down the expression of miR-27a-3p and miR-196b-5p. The miR-27a-3p inhibitor group had reduced miR-27a-3p expression in osteoclasts (Fig. 7E), while the mRNA expressions of osteoclastic markers ACP5, CTSK and NFATc1 were increased (Fig. 7F). Similarly, the miR-196b-5p inhibitor group had reduced miR-196b-5p expression in osteoclasts (Fig. 7G), while the mRNA expressions of osteoclastic markers were increased (Fig. 7H).

**Figure 7:**
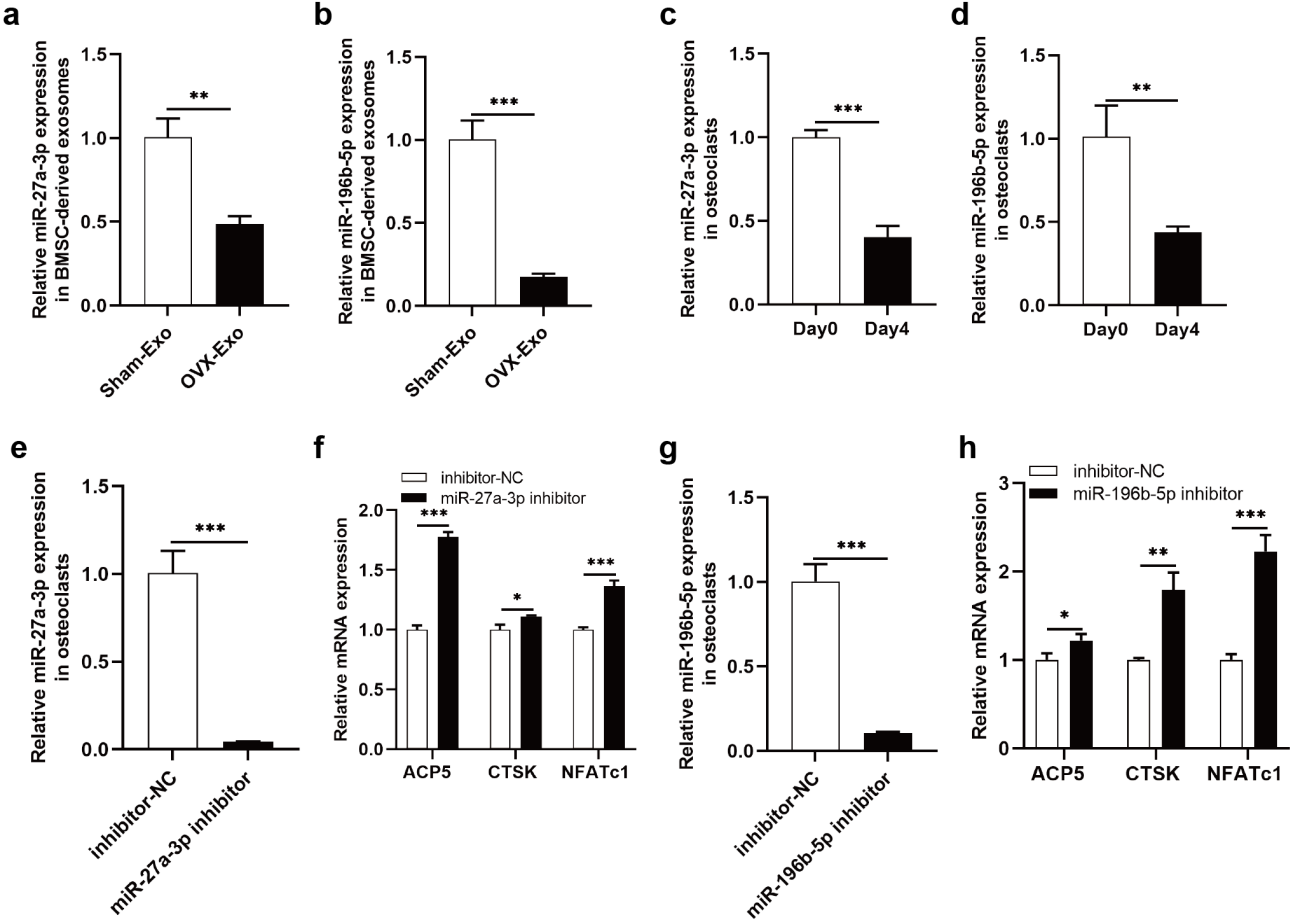
Knockdown of miR-27a-3p and miR-196b-5p promote osteoclast differentiation. (A and B) Relative expression of miR-27a-3p and miR-196b-5p in BMSC-derived exosomes from OVX rats compared with Sham rats. (C and D) Relative expression of miR-27a-3p and miR-196b-5p in osteoclasts at day 4 after osteoclast differentiation induction compared with preinduction. (E) Relative expression of miR-27a-3p in osteoclasts transfected with miR-27a-3p inhibitor compared to inhibitor-NC. (F) The mRNA levels of ACP5, CTSK and NFATc1 in osteoclasts transfected with miR-27a-3p inhibitor compared to inhibitor-NC. (G) Relative expression of miR-196b-5p in osteoclasts transfected with miR-27a-3p inhibitor compared to inhibitor-NC. (F) The mRNA levels of ACP5, CTSK and NFATc1 in osteoclasts transfected with miR-196b-5p inhibitor compared to inhibitor-NC. Expression levels were determined by qRT-PCR. Cel-miR-39-3p and U6 are used for exosomal and cellular miRNA normalization, respectively. *β*-actin is used for mRNA normalization. Data are presented as the mean ± SD, and all experiments were repeated three times. * *P* < 0.05, ** *p* < 0.01, *** *P* < 0.001.

## Discussion

Exosomal miRNA in the bone marrow microenvironment play an important role in the cross-talk between BMSCs and osteoclasts and in the regulation of bone remodeling (Xu et al., 2018a; Xu et al., 2018b). In our study, we found that OVX-Exo promoted osteoclast differentiation compared to Sham-Exo, while miR-27a-3p and miR-196b-5p were expressed at relatively low levels in OVX-derived BMSCs and OVX-Exo. The expression of osteogenic marker genes increased with increasing levels of miR-27a-3p or miR-196b-5p, whereas knockdown of miR-27a-3p or miR-196b-5p decreased the expression of osteogenic marker genes and promoted the expression of osteoclastic marker genes.

Previously, it has been reported that BMSC-derived supernatant from aged rats was able to promote osteoclast differentiation and bone resorption compared to the young rats (Xu et al., 2018a; Xu et al., 2018b). However, there are no studies comparing the effects of BMSC-derived exosomes from postmenopausal osteoporotic rats with those of normal rats on osteoclast differentiation. The present study revealed that OVX-Exo promoted osteoclast differentiation compared to Sham-Exo, and this finding has important implications for exploring the role of BMSC-derived exosomes in bone remodeling.

In accordance with the present results, previous studies have demonstrated that miR-27a-3p enhanced osteogenic differentiation of MC3T3-E1 preosteoblasts (Ren et al., 2021; Xu et al., 2018a; Xu et al., 2018b). However, several studies have shown that miR-27a-3p inhibits the osteogenic differentiation of MC3T3-E1 preosteoblasts or BMSCs (Xu et al., 2020; Zeng et al., 2021; Furesi et al., 2022; Zhang et al., 2017). The reasons for this discrepancy are unclear and need to be studied in more depth. Comparatively, there are few studies on miR-27a-3p regulation of osteoclast differentiation. Ma et al. reported reduced expression of miR-27a-3p during osteoclast differentiation and osteoporosis (Ma et al., 2016), and Wang et al. discovered that miR-27a released by MSC derived extracellular vesicles promotes bone formation and inhibits bone resorption, which is consistent with our findings (Wang, Zhou & Wang, 2022).

Some studies have reported that miR-196 families were involved in bone formation and bone resorption, such as miR-196a accelerates osteogenic differentiation in osteoporotic mice and miR-196a-5p in extracellular vesicles secreted by myoblasts inhibits osteoclast-like cell formation (Zhong et al., 2019; Takafuji et al., 2021). This is consistent with the finding of this study that miR-196b-5p promotes osteoblast differentiation and inhibits osteoclast differentiation. Despite these promising results, questions remain. In osteoporosis, bone formation and bone resorption play equally important roles. Do these miRNAs regulating the osteogenic differentiation of BMSCs modulate their functions through exosomal delivery to osteoclasts? Further research should be undertaken to investigate the specific roles played by these exosomal miRNAs in bone remodeling and their target genes that regulate osteoblast and osteoclast differentiation.

These findings suggest that exosomes act as an important mediator of information exchange between BMSCs and osteoclasts in the bone microenvironment, and exosomal miRNAs can regulate both bone formation and bone resorption. By modifying exosomal miRNAs to enhance osteogenesis while decreasing bone resorption, it may be an effective method for treating osteoporosis.

## Conclusions

In this study, we found that OVX-Exo promoted osteoclast differentiation compared to Sham-Exo. Overexpression of miR-27a-3p or miR-196b-5p promoted the osteogenic differentiation of BMSCs, and knockdown of miR-27a-3p or miR-196b-5p inhibited the osteogenic differentiation of BMSCs and promoted osteoclast differentiation.

##  Supplemental Information

10.7717/peerj.13744/supp-1 Table S1 Primer sequences used for real-time quantitative reverse transcription-PCR ACP5, tartrate resistant acidic phosphatase; CTsK, cathepsin K; NFATc1, nuclear factor of activated T-cell cytoplasmic 1; ALP, alkaline phosphatase; OCN, osteocalcin; OSX, osterix; RUNX2, runt-related transcription factor 2.

10.7717/peerj.13744/supp-2 Table S2 Information of miRNAs identified in this study

10.7717/peerj.13744/supp-3 Table S3 Predicted target genes of differentially expressed miRNAs

10.7717/peerj.13744/supp-4 Table S4 Gene ontology enriched for target genes of 20 differentially expressed miRNAs

10.7717/peerj.13744/supp-5 Table S5 Kyoto Encyclopedia of Genes and Genomes pathways enriched for the target genes of differentially expressed miRNAs

10.7717/peerj.13744/supp-6 Supplemental Information 1 Uncropped scans of Western blot images

10.7717/peerj.13744/supp-7 Supplemental Information 2 Author Checklist

## Additional Information and Declarations

### DNA Deposition

The following information was supplied regarding the deposition of DNA sequences: The sequences are available at NCBI GEO: GSE197085. Enter token “atezqkqabpwlbmv” into the box to gain access.

### Data Availability

The following information was supplied regarding data availability: The raw data is available at Zenodo: Lai, Guohua. (2022). Raw data [Data set]. Zenodo. https://doi.org/10.5281/zenodo.6592255.

# Supplementary material for: BMSC-derived exosomal miR-27a-3p and miR-196b-5p regulate bone remodeling in ovariectomized rats
**Source:** PeerJ. 2022 Sep 22;10:e13744. doi: 10.7717/peerj.13744
**Supplement:** Table S1 — ACP5, tartrate resistant acidic phosphatase; CTsK, cathepsin K; NFATc1, nuclear factor of activated T-cell cytoplasmic 1; ALP, alkaline phosphatase; OCN, osteocalcin; OSX, osterix; RUNX2, runt-related transcription factor 2.

**Table S1.** Primer sequences used for real-time quantitative reverse transcription-PCR

| *Gene Name* | *Forward Primer (5’-3’)* | *Reverse Primer (5’-3’)* |
| --- | --- | --- |
| ACP5 | ATGACGCCAATGACAAGAGGTTCC | TTGTGCCGAGACATTGCCAAGG |
| CtsK | TGGCTGTGGAGGCGGCTATATG | CGGGTAAGCGTCTTCAGAGTCAA |
| NFATc1 | AGGCGTCCTCCTATGAGTCCAAC | CTCCTCTGGGTCCGTGGTCTTG |
| ALP | TCCATGGTGGATTATGCTCA | TTCTGTTCCTGCTCGAGGTT |
| OCN | GGAGGGCAGTAAGGTGGTGAA | GAAGCCAATGTGGTCCGCTA |
| OSX | GCCTACTTACCCGTCTGACTTTGC | CCCTCCAGTTGCCCACTATTGC |
| RUNX2 | GGACCGACACAGCCATATAAA | GCCTCATTCCCTAACCTGAAA |
| β-actin | GGCACAGTCAAGGCTGAGAATG | ATGGTGGTGAAGACGCCAGTA |
| miR-27a-3p | TTCACAGTGGCTAAGTTCCGC | Uni-Reverse Primer |
| miR-196b-5p | CGTAGGTAGTTTCCTGTTGTTGGG | Uni-Reverse Primer |
| cel-miR-39-3p | RiboBio, miRA0000010 | Uni-Reverse Primer |
| U6 | RiboBio, miRAN0002 | Uni-Reverse Primer |

ACP5, tartrate resistant acidic phosphatase; CTsK, cathepsin K; NFATc1, nuclear factor of activated T‐cell cytoplasmic 1; ALP, alkaline phosphatase; OCN, osteocalcin; OSX, osterix; RUNX2, runt-related transcription factor 2.

# Supplementary material for: BMSC-derived exosomal miR-27a-3p and miR-196b-5p regulate bone remodeling in ovariectomized rats
**Source:** PeerJ. 2022 Sep 22;10:e13744. doi: 10.7717/peerj.13744

**Uncropped scans of Western blot images**

Fig. 2 (b) Western blot indicats the expression of CD81, Hsp70, TSG101 and Calnexin in cellular and exosomal lysates of BMSCs.

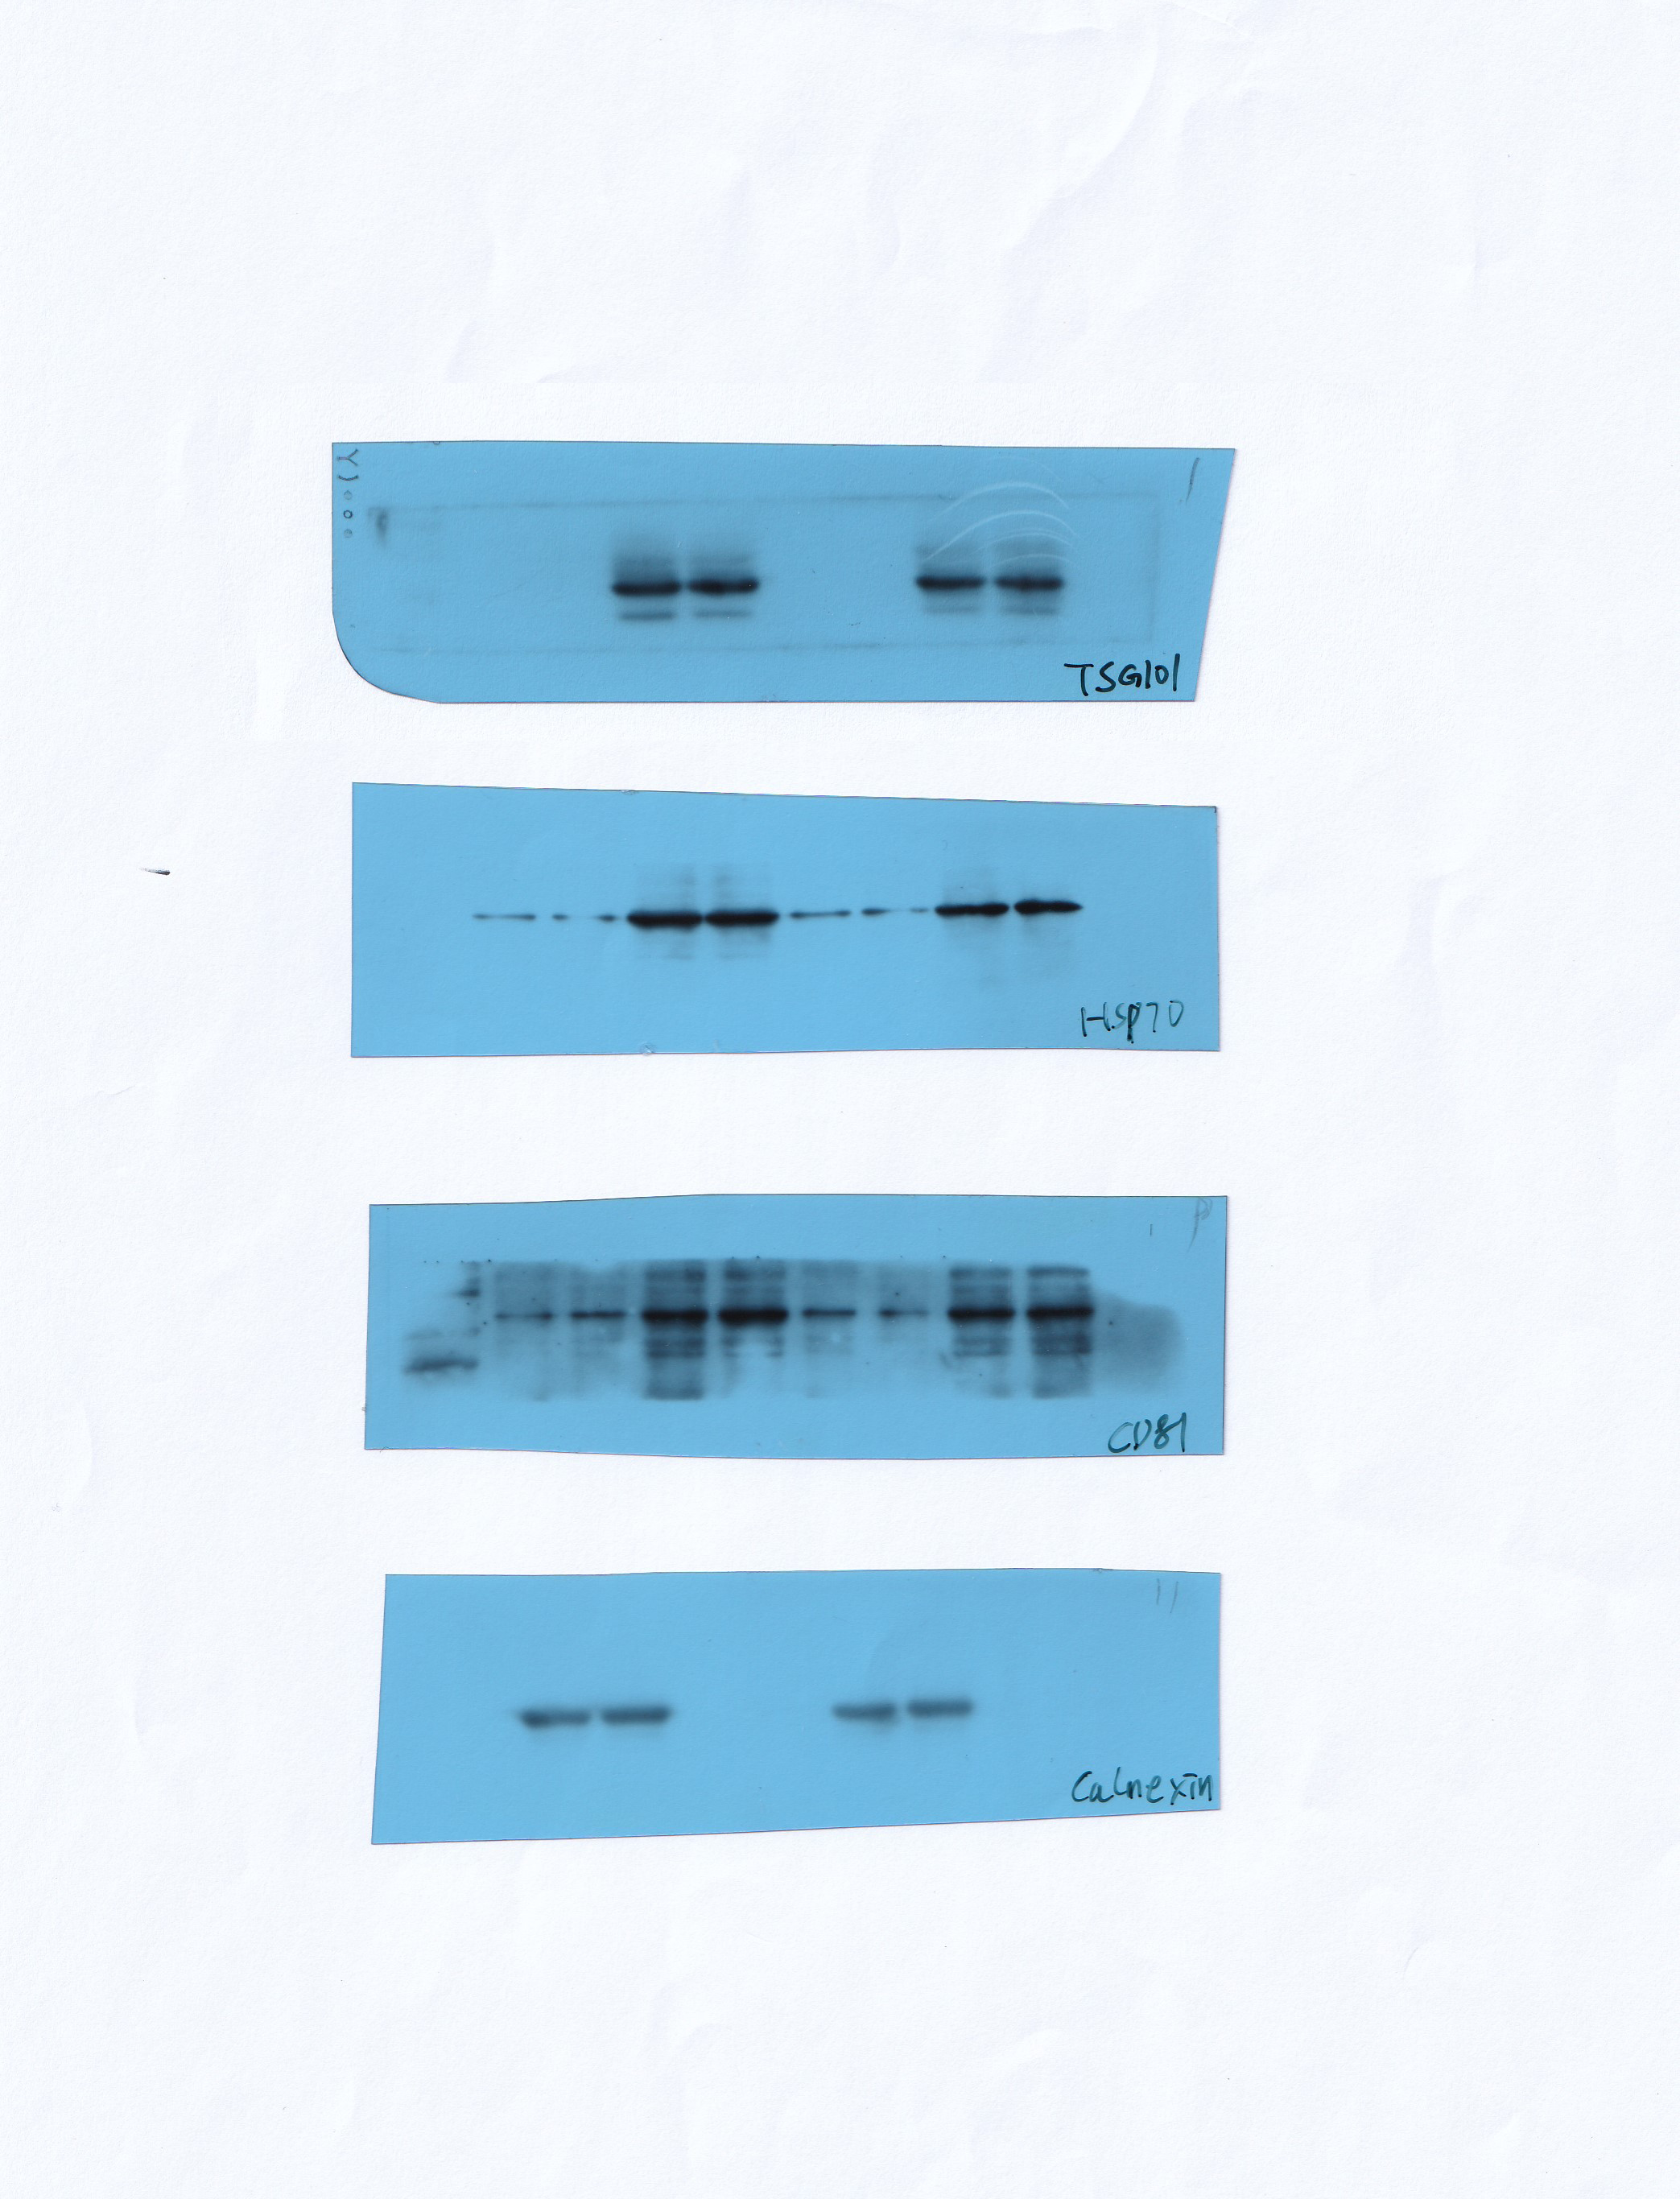

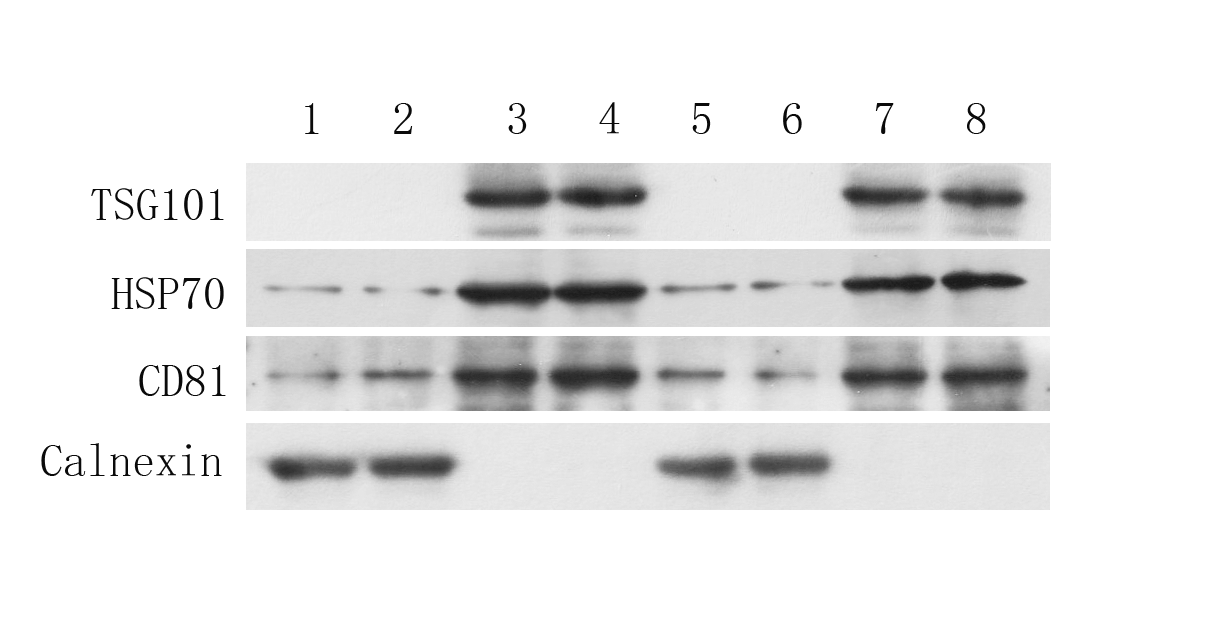

**Fig. 6** (d)The protein levels of ALP, OCN, OSX and RUNX2 in BMSCs transfected with miR-27a-3p mimic/inhibitor detected by western blot.

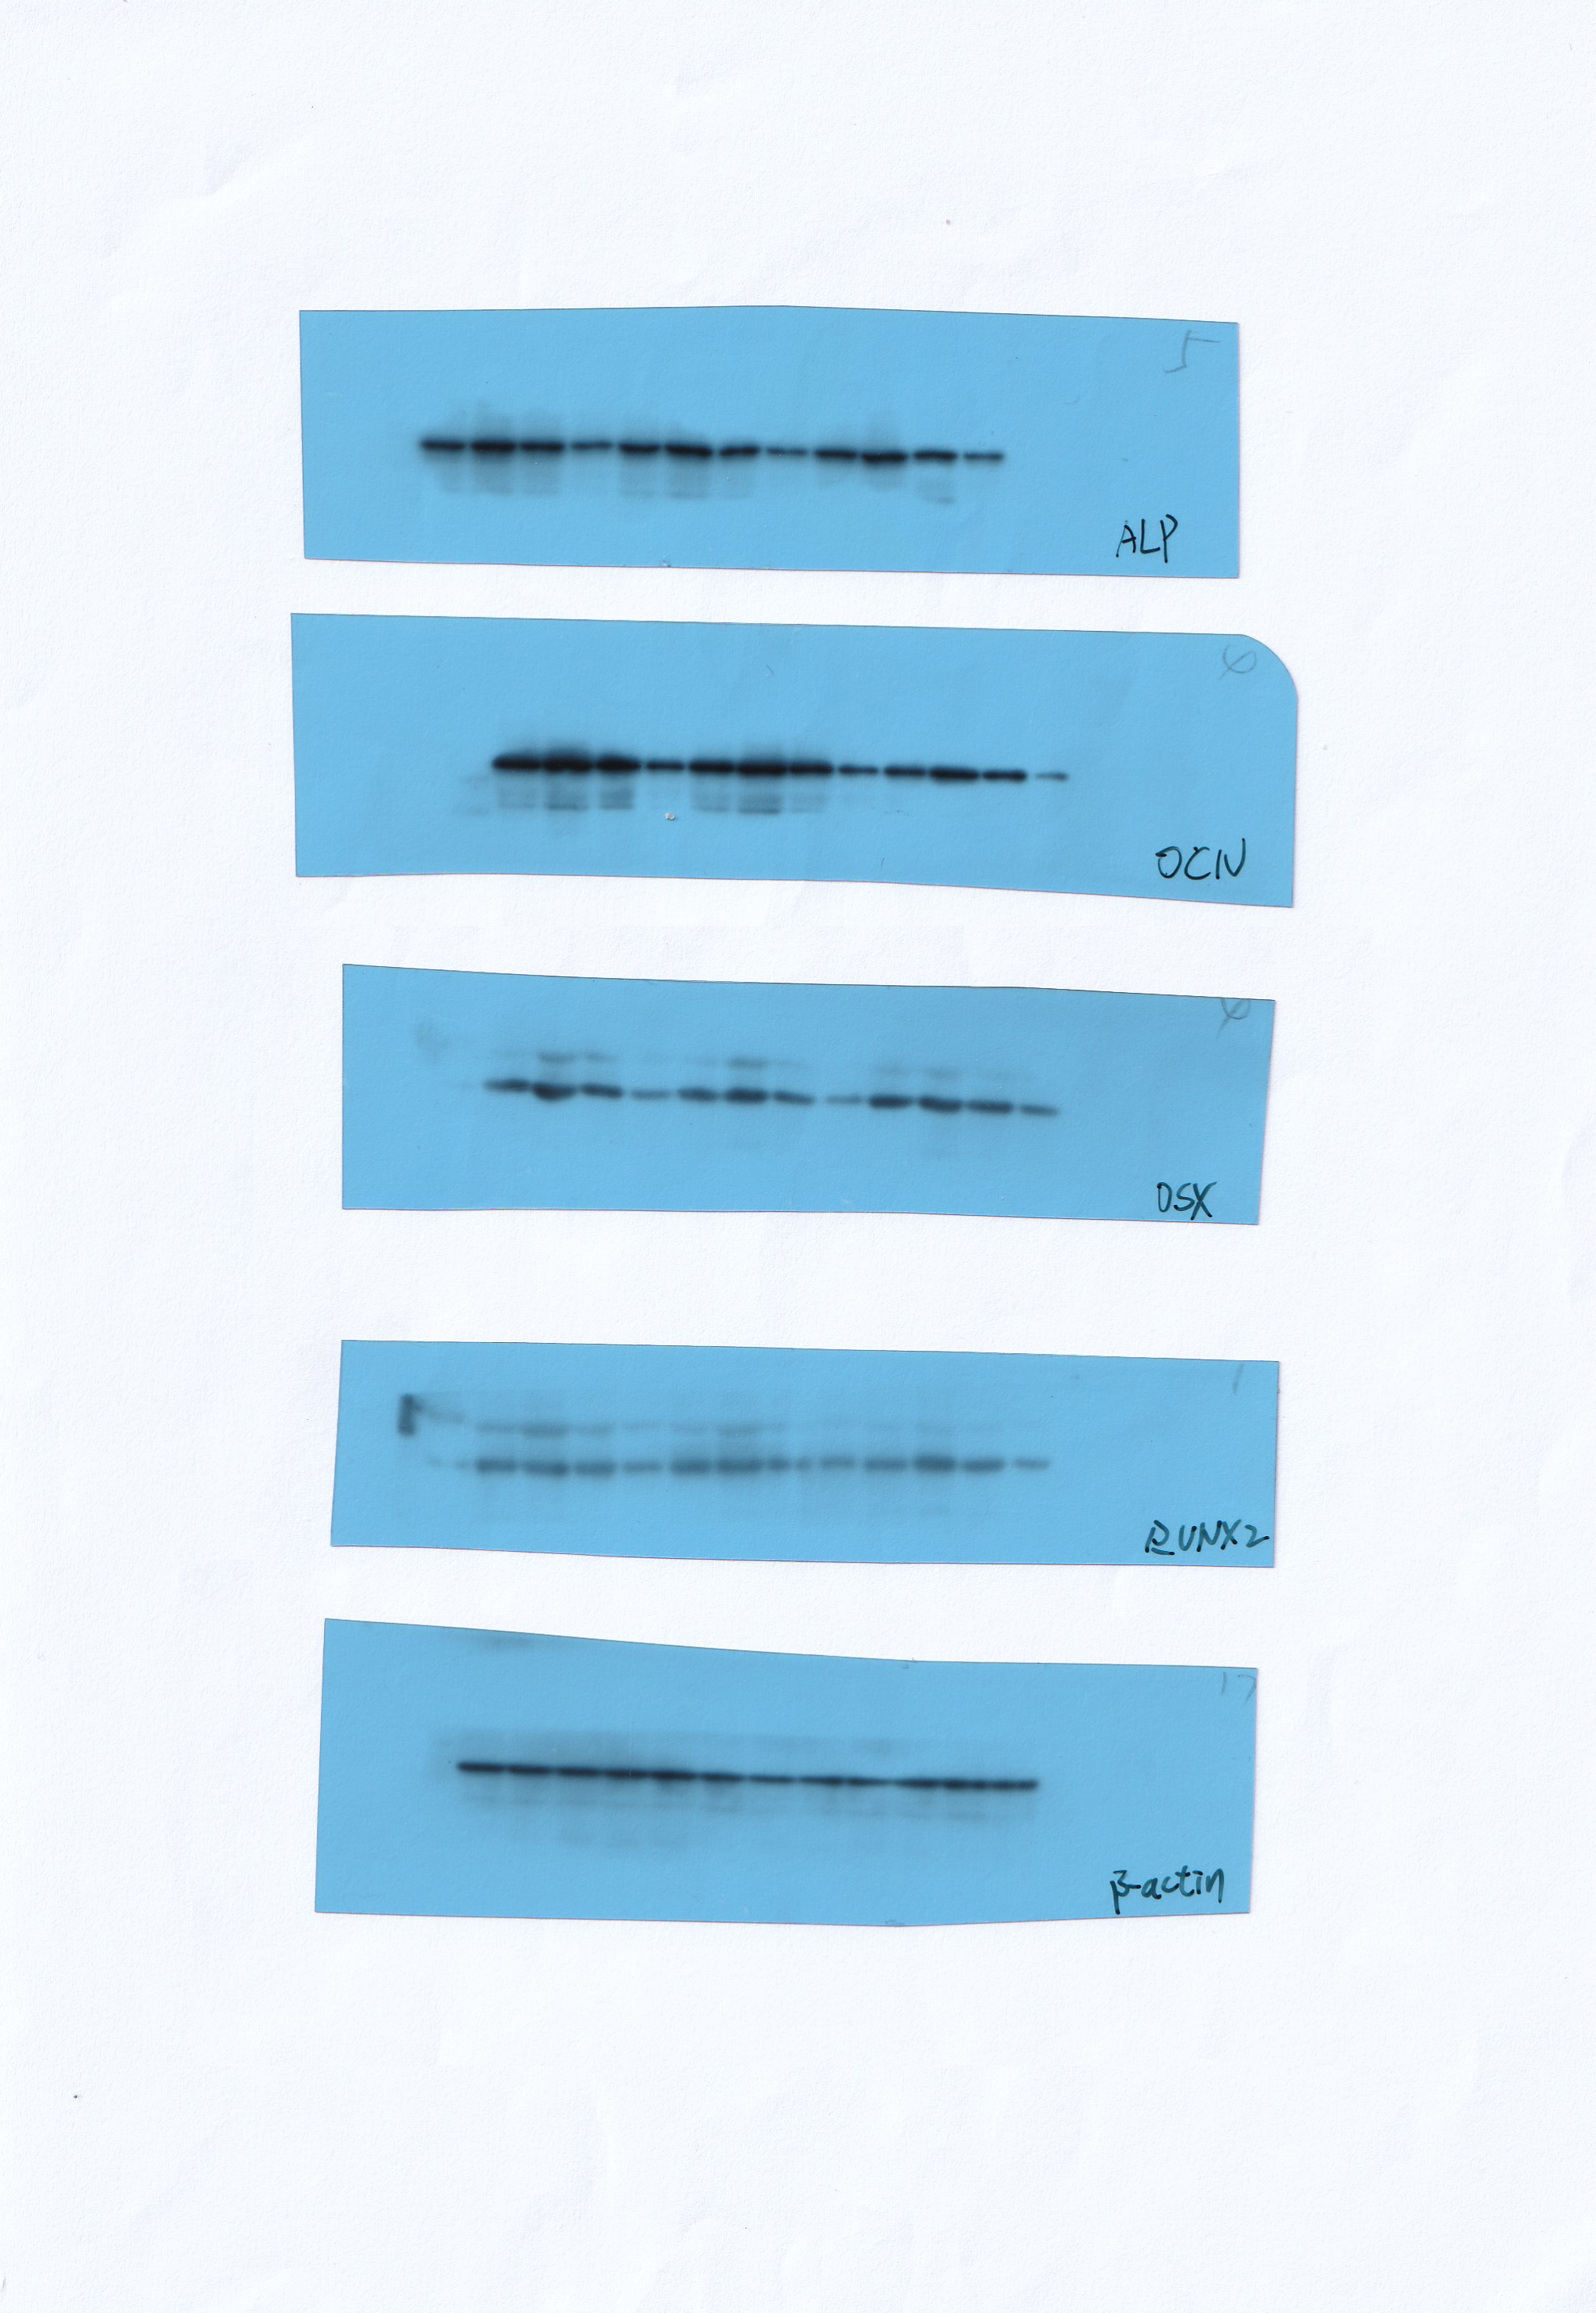

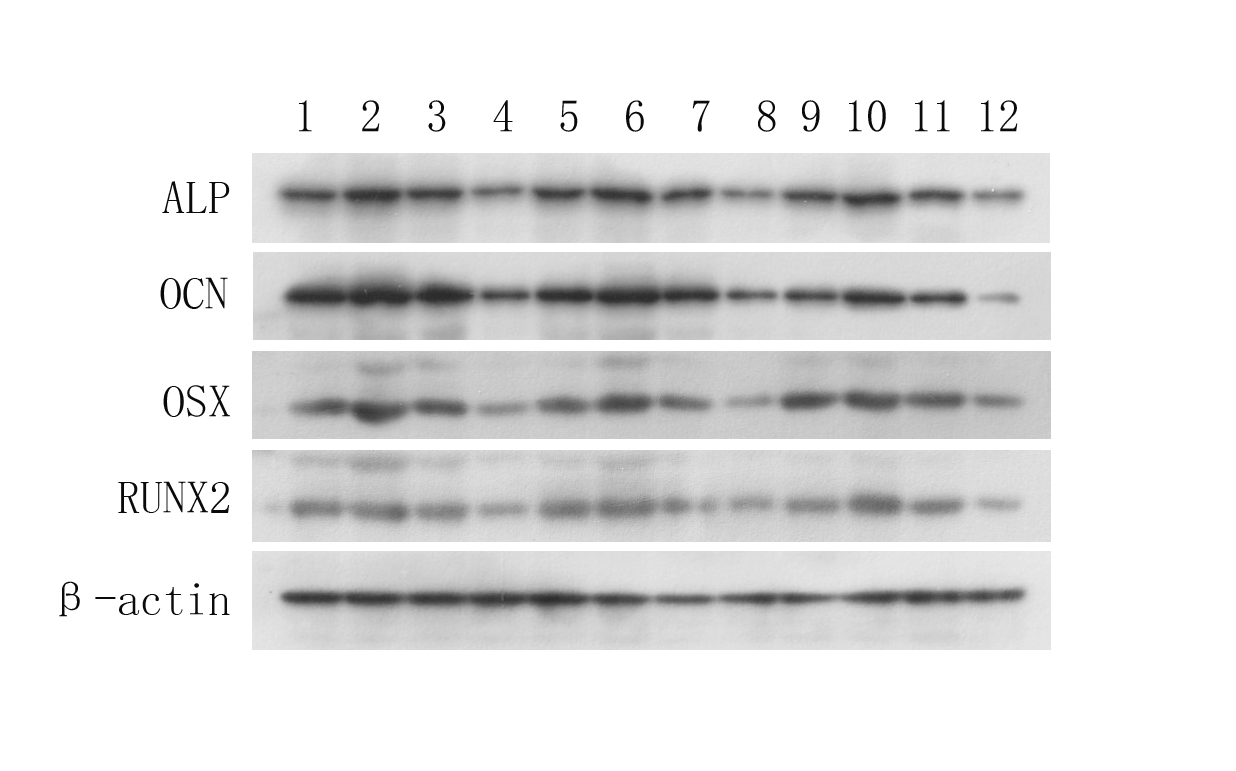

**Fig. 6** (j)The protein levels of ALP, OCN, OSX and RUNX2 in BMSCs transfected with miR-196b-5p mimic/inhibitor detected by western blot.

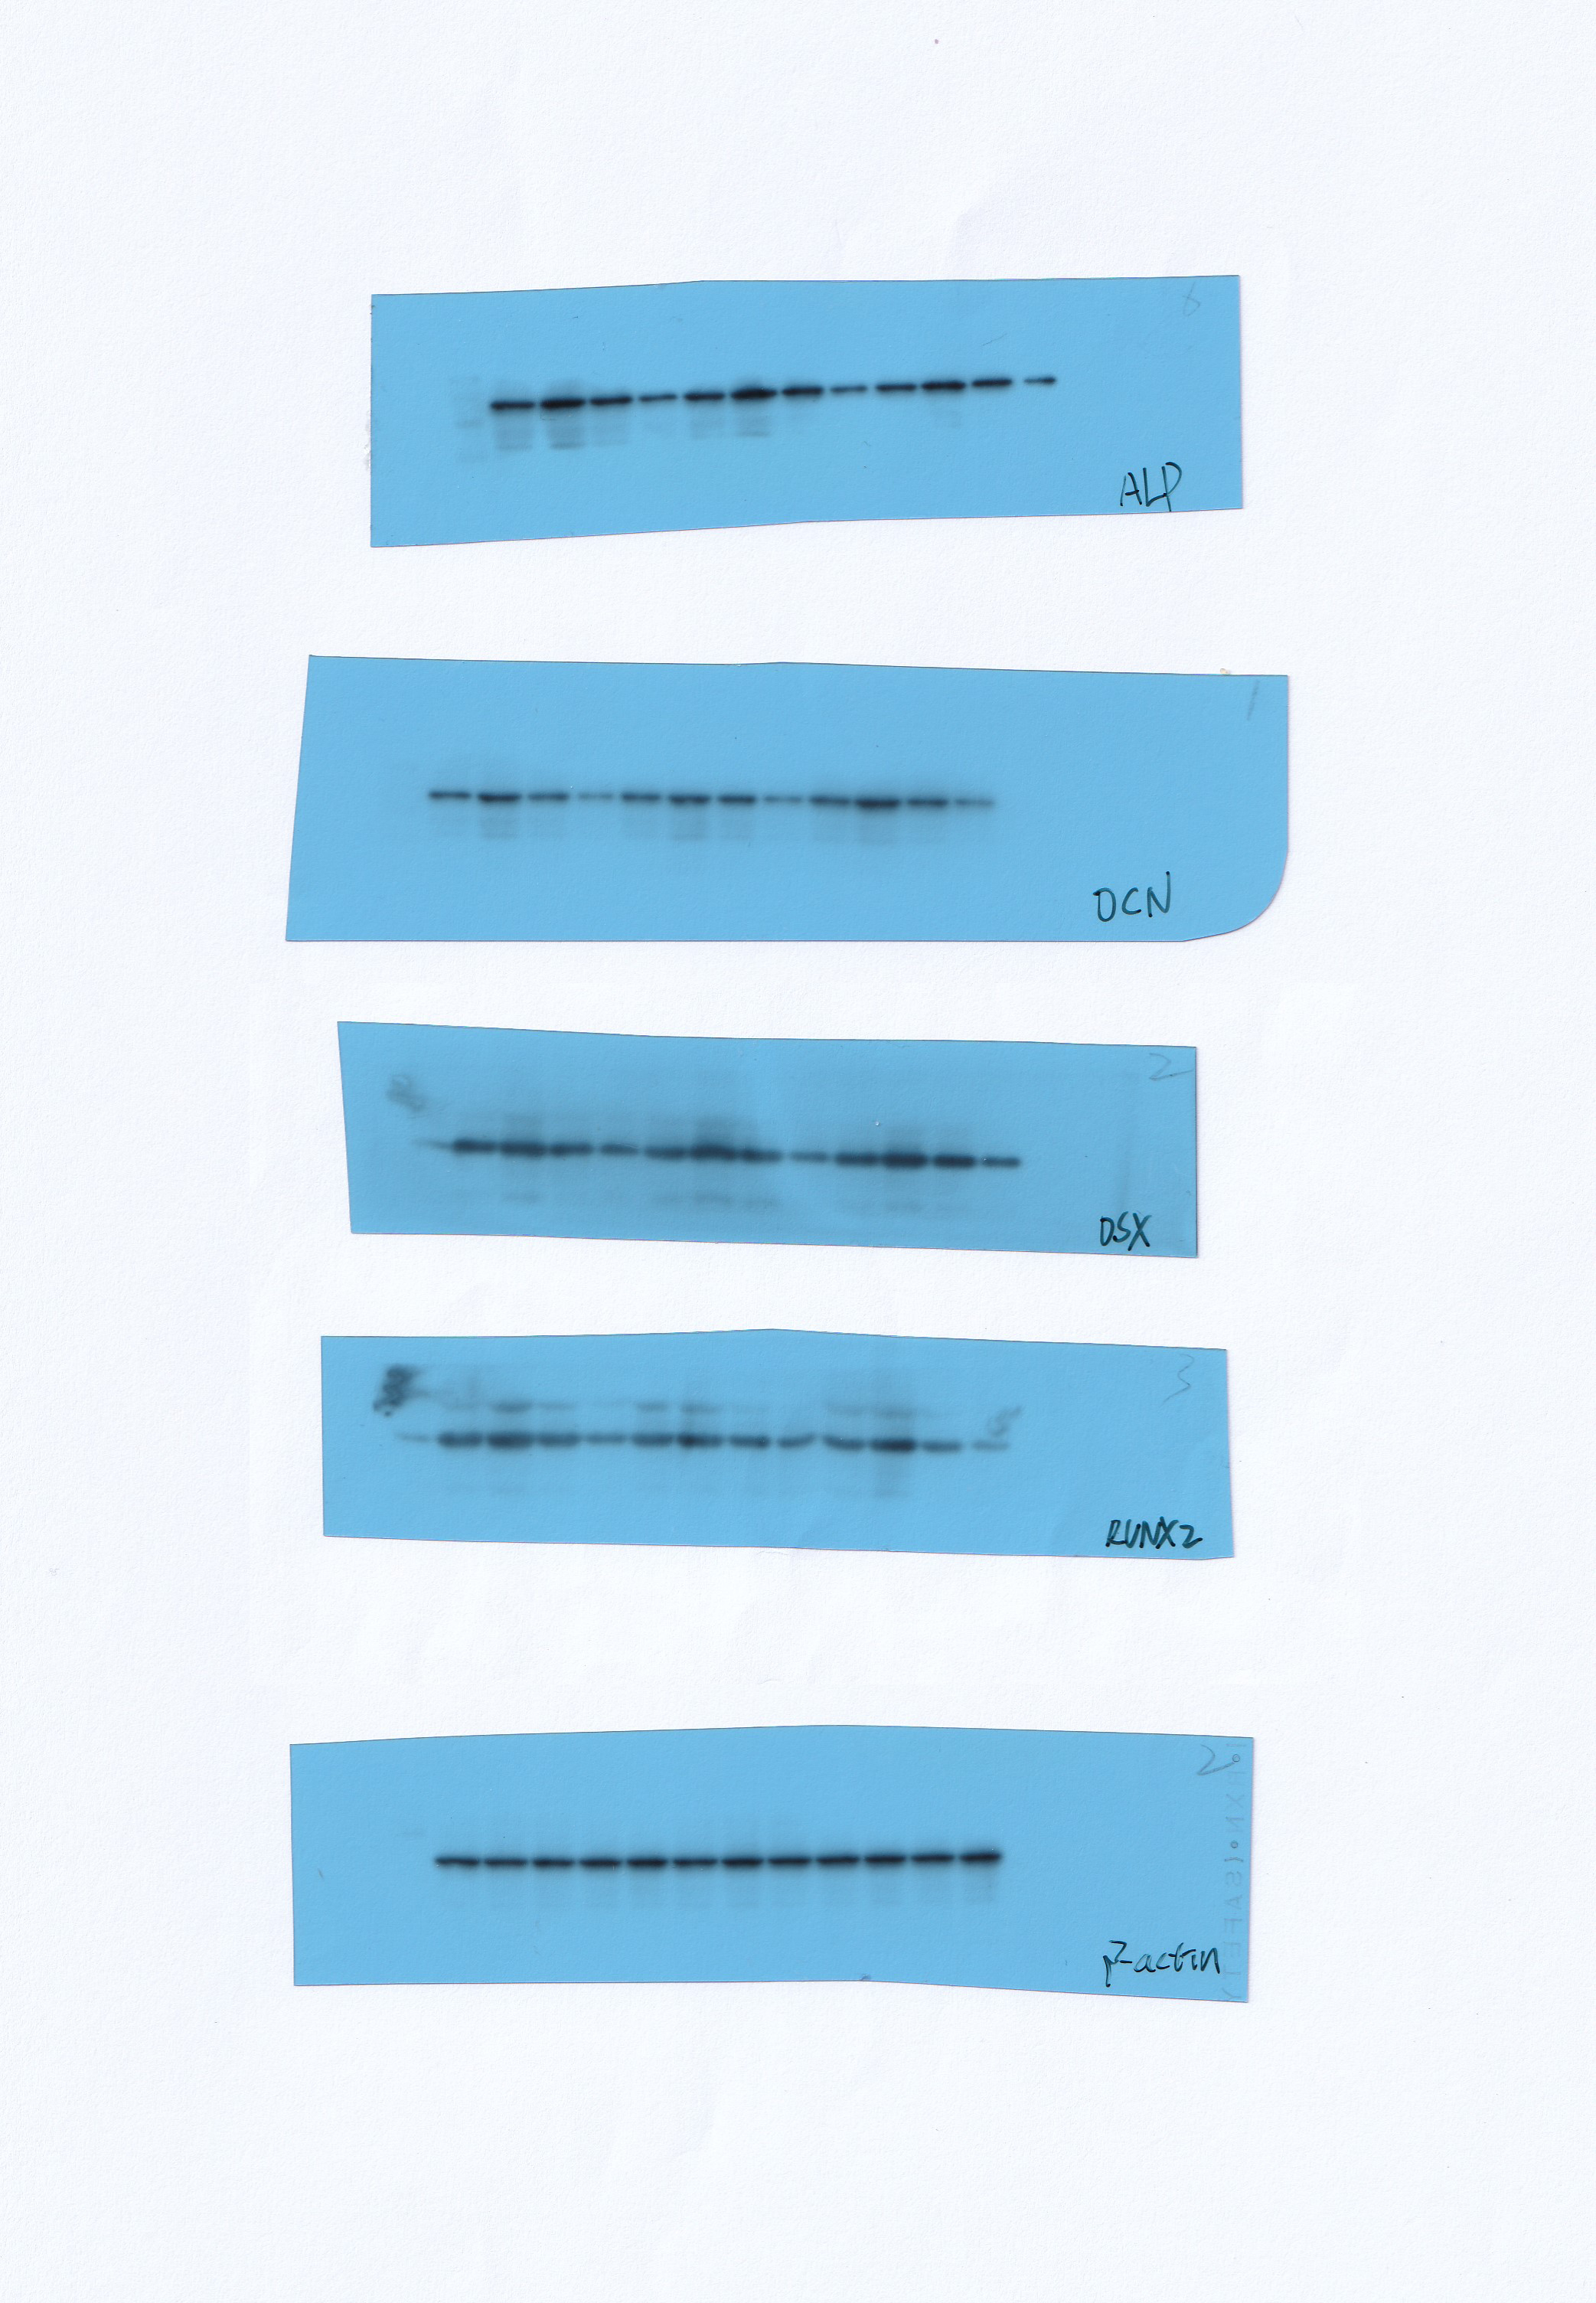

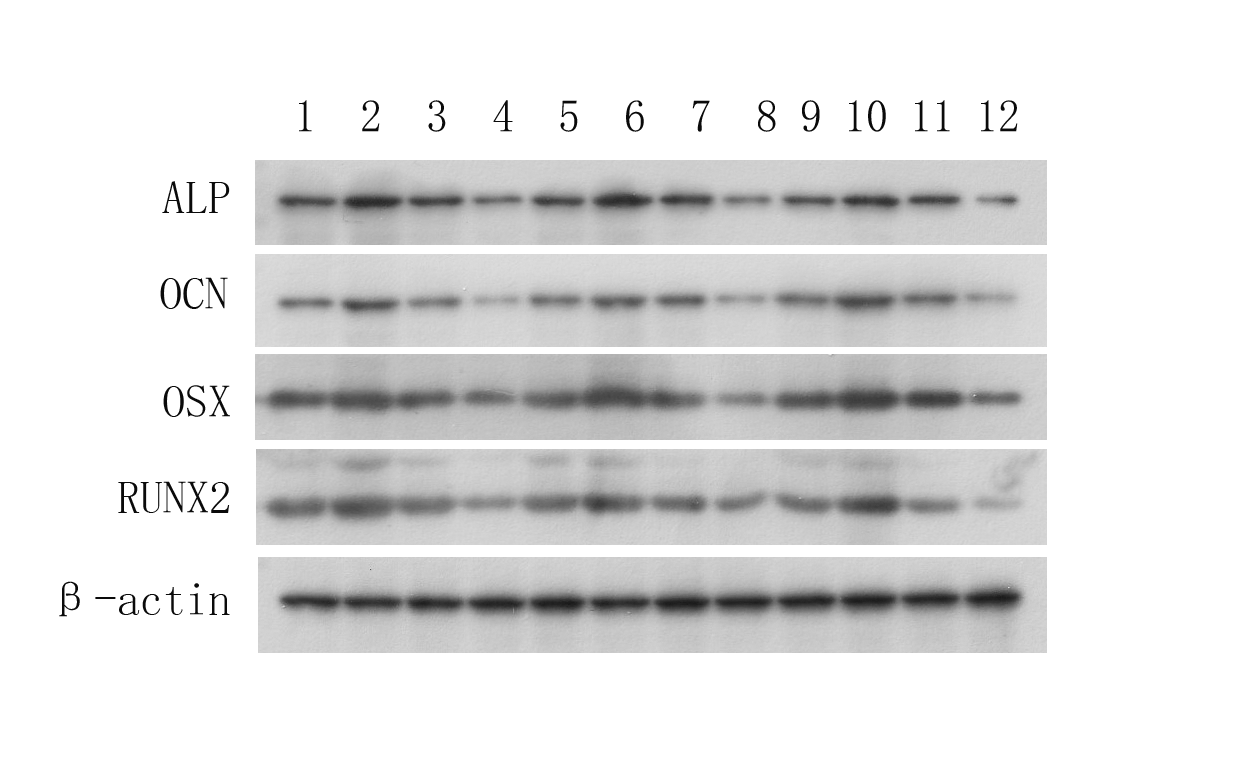

**Supplement:** Supplemental Information 1

How the deposited data were processed for this re-analysis (not part of the article)

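Small RNA was sequenced by the authors from exosomes of passage 3 BMSCs, in 3 OVX-Exo and 3 Sham-Exo libraries. The authors processed the reads with ACGT101-miR, removed adapter dimers, low-complexity reads, common RNA families and repeats, and matched the remaining sequences to rat precursors of miRBase. They called differential expression from fold change and P. The 3 tables deposited by the authors list seed families, miRBase families and precursor clusters with the coordinates of each precursor, and hold no value per library. They have 0 value columns of other samples. The values of each library, raw reads and TPM (reads of an entry relative to the library's total, a unit per library total also known as RPM), were taken from Table S2, where the columns carry the names of the 6 libraries. The aligner and genome build behind the coordinates are not given in the sources used here, and no genome was used.

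The total behind the authors' normalization, from the ratio of raw to normalized values, was 1215897 to 1715187 reads in OVX-Exo and 387883 to 1071116 in Sham-Exo. The value of 5 reads, an apparent minimum of the table that 72 of the 2155 values above 0 fall under, ranged from 2.92 TPM in OVX-Exo library 2 to 12.9 in Sham-Exo library 2. The p-values of Table S2 were checked, and an unpaired test with unequal variances on the unlogged normalized values gave a p within 1% of the listed p for 708 of 708 entries.

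The groups were compared on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment over the 364 entries above 0 in at least 3 of the 6 libraries, and no block. Seed families, miRBase families and clusters within 50000 nucleotides were tested in the same way on summed values, each distinct sequence counted once. Single values were compared with a two-sided exact permutation test, for which the smallest p is 0.1. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The design of the tests and most alternatives were fixed before the deposited tables were examined, but the values of Table 1 and Table S2 had been seen by then.

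The miRNAs named in the text are the 20 of Table 1, up to 5 others past an adjusted p of 0.05 with groups that do not overlap (none qualified), partners of Table 1 miRNAs in a cluster or seed family, miRNAs reported in bone formation or resorption, miRNAs of blood cells, and entries above 5% of the table's sum in any library. MiR-31a was counted as the rat name of miR-31. The cluster of miR-99b and the 12 miRBase families were named after their values had been seen.

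The fit was tested on simulated counts drawn with the real means (dispersion 0.1, 40 changed entries, 20 draws). The dispersion was set, not estimated from these libraries, and the composition of Sham-Exo library 2 was not simulated. The rates below may therefore not hold for these libraries. With equal totals and no minimum of reads it called 8.12% of 2-fold, 77.2% of 4-fold and 88.6% of 8-fold changes, and 4.51% to 4.77% of unchanged entries lay below an unadjusted p of 0.05. With the real totals and the minimum of 5 reads it called 6.34%, 49.7% and 87% of the changed entries that still passed the filter. On average 35.5, 32.2 and 30.8 of the 40 changed entries passed it, and 2.25, 16 and 26.8 were called. The percentages thus leave out changed entries lost to the filter. The fit also called 4.85 to 9.75 unchanged entries at an adjusted p of 0.05. Of the 22 to 23 unchanged entries below an unadjusted p of 0.05 in that case, 19 to 19.8 were higher in OVX-Exo. The simulation without the minimum was added after the first result was seen.

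The model was run on the entries under 18 settings, counting the one above: other pseudocounts (0.5 and 10), scaling by known rat miRNA reads, by all rat entries or by the median of ratios, voom on raw reads, no filter, at least 10 reads in 3 libraries, copies counted once, entries named rno-miR alone, the replicate number as a block, and leaving out each library. The methods' own test and the fold-change threshold were also applied. Scaled values were divided by factors with a geometric mean of 1, which was settled after the data were examined, as were scaling by all rat entries, leaving out libraries from the sum over every name but the PC candidates, and the miRBase families as a result of their own. Count models were planned only for deposited counts and were not run. The predicted targets (Table S3) were not analysed here, since only part of that table was at hand.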

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

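The tests of depth and of the known fraction in this part were chosen after the results were seen, as were the miRBase families as a result of their own. The bounds of both tests were also changed after their values were seen. Under the bounds first written (any entry with 10 or more expected reads, of which there were 11, and a lower quartile of the 13 known miRNAs clearly above 0, which was 1.18) both explanations would have been set aside. In a deposited table that the paper does not report on, 12 of 70 miRBase families were higher in OVX-Exo at limma's adjusted p of 0.05 and 0 were lower. They are the mir-744, mir-34, mir-132, mir-196, mir-210, mir-24, mir-379, mir-872, mir-615, mir-31, mir-223 and mir-199 families. In 9 of them every Sham-Exo library was listed at 0, and the 3 with reads in Sham-Exo were mir-24, mir-31 and mir-199. The call also depends on which features share the fit: 4 of the families have 1 listed member whose values did not pass among entries or seed families. The count was 8 among families of 2 or more members, 11 after scaling by known rat miRNA reads, 2 with a pseudocount of 10, and 1 without Sham-Exo library 1. The real grouping gave 12 families and the other splits of the 6 libraries at most 0, but with 10 splits no share under 0.05 can be reached (1 split of 10 was as large).

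In all, 19 entries were above 0 in every OVX-Exo library and at 0 in every Sham-Exo library, 6 of them in Table 1, against 1 entry the other way. The total behind the normalization, taken here as the depth, was lower in each Sham-Exo library than in any OVX-Exo library. Few values under 5 reads are listed (72 of 2155 values above 0). At the mean OVX-Exo rate, 11 of the 19 would have 10 or more reads in some Sham-Exo library, but only miR-210-3p would have 20 or more, so most lie near the minimum. Thinning the OVX-Exo libraries to the Sham-Exo totals gave a median of 7 such entries and at most 14 in 1000 draws, without any spread between libraries beyond counting. Lower depth and a lower level in Sham-Exo cannot be told apart for these entries, and the effect of ovariectomy remains open.

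The 13 known miRNAs that Table 1 lists as higher had a median log2 fold change of 3.00. A larger share of known miRNA reads in OVX-Exo may account for part of it, since the median was 2.28 after scaling by those reads, with 13 of 13 above 0 and 8 below an unadjusted p of 0.05. For the 8 with reads in Sham-Exo the median went from 2.49 to 1.68. Because the 13 were picked as the most different in these libraries, some excess would remain under any common factor, and over all 93 tested rno-miR entries the scaled median was 0.67 with quartiles of -0.32 and 1.86. Listed zeros also enter these medians, since 106 to 123 rno-miR entries were above 0 in the OVX-Exo libraries and 54 to 86 in the Sham-Exo libraries. A change of the whole known fraction and changes of single miRNAs cannot be told apart here, nor either from lower depth in Sham-Exo. A biological change with ovariectomy was not tested separately.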

How the results depend on the processing

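Scaling by all rat entries, every alternative for the miRBase families and leaving out libraries from the sum over other names were chosen after the data were examined. No entry passed limma's adjusted p of 0.05 (38 did at an unadjusted p under 0.05), and the adjusted count stayed 0 in 14 of 18 alternatives. It was 6 with at least 10 reads in 3 libraries, 15 with rno-miR entries alone, and 0 to 17 when 1 library was left out (17 without OVX-Exo library 1, 1 without Sham-Exo library 2). The unadjusted count of 38 was 24 with at least 10 reads in 3 libraries, 62 after scaling by known rat miRNA reads, 61 after scaling by all rat entries, 20 with the methods' own test, and 24 to 73 when 1 library was left out (73, 62 and 65 without Sham-Exo 1, 2 and 3). The log2 fold change of miR-27a-3p stayed positive and short of the adjusted threshold in 17 of 17 alternatives, between 1.55 and 3.69 (adjusted p 0.145 to 0.846). That of miR-196b-5p was 0.60 to 3.49 (adjusted p 0.0060 to 0.629). It passed the threshold among rno-miR entries alone (2.61, adjusted p 0.0060) and without OVX-Exo library 1 (2.63, adjusted p 0.0348; 2.42 to 2.78 over the libraries left out), and had no value with at least 10 reads in 3 libraries. The log2 difference of the summed rno-miR values, 0.83, turned to -0.87 over every name but the PC candidates (-0.96, -0.79 and -0.85 without OVX-Exo 1, 2 and 3, and -1.36, 0.065 and -1.31 without Sham-Exo 1, 2 and 3), was 1.32 as a share of raw reads with copies counted once, and was 0.45 to 1.04 when 1 library was left out. The sum over every name but the PC candidates counted each of the 7 mmu-mir-6240 entries of identical value. Seed families passing the threshold were 0, but 1 among families of 2 or more members, 12 with the miRBase families in their place, and 0 to 15 when 1 library was left out (15 without OVX-Exo 1, 1 without Sham-Exo 2). Clusters were 0, with 0 to 7 when 1 library was left out (7 without Sham-Exo 2). The 12 miRBase families were 2 with a pseudocount of 10 and 1 to 13 when 1 library was left out (1 without Sham-Exo 1). The causes were not tested.

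Libraries with the same replicate number did not deviate together (correlations of -0.156, 0.051 and -0.213). So few libraries show no pairing by number but cannot exclude one. With the replicate block 0 entries passed the adjusted and 37 the unadjusted threshold, miR-27a-3p and miR-196b-5p kept log2 fold changes of 2.97 and 2.61 (adjusted p 0.325 and 0.364), the summed rno-miR difference was 0.83 (exact paired permutation p = 0.25, the smallest that 3 pairs allow), 0 seed families, 1 cluster (lower in OVX-Exo) and 12 miRBase families passed.

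The low Sham-Exo totals (387883 reads in library 2) limit what can be said of entries at 0 there. Of the splits of the 6 libraries, 10 of 10 gave as many adjusted calls as the real grouping for entries, seed families and clusters, with 0 in the real grouping and at most 0 in the others. Any split reaches a count of 0, so this comparison decides nothing. At an unadjusted p under 0.05 the real grouping gave 38 entries and the highest other split 26 (1 of 10 as large). With 10 splits no share under 0.05 can be reached.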

Differences from the paper's values

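The paper reports 20 miRNAs at P < 0.05. That test covered the 708 entries of Table S2, where 35.4 would be expected by chance. Its lowest adjusted p over all entries was 0.603. The methods' own test below has the p-values of Table S2, so its match was fixed. In limma 38 of 364 entries had an unadjusted p under 0.05, where 18.2 would be expected by chance. At least 10 reads in 3 libraries left 231 entries to test, and rno-miR entries alone left 93. The counts below thus rest on different numbers of entries. Of the alternatives set before the deposited tables were examined (Table S2 had been seen), those within 1.5 times the paper's count were the methods' own test (20, the paper's value), at least 10 reads in 3 libraries (24), rno-miR entries alone (27) and leaving out OVX-Exo library 1 (25), 2 (24) or 3 (30). Those that were not were pseudocounts of 0.5 (36) and 10 (43), copies counted once (38), no filter (45), the replicate block (37), scaling by known rat miRNA reads (62) or the median of ratios (41), voom (48), the fold-change threshold added to the unadjusted p (38), and leaving out Sham-Exo library 1 (73), 2 (62) or 3 (65). The 38 hold 14 of the 20 miRNAs of the paper. Scaling by all rat entries, chosen after the values were seen, gave 61.

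The methods require a fold change of at least 2 or at most 0.5. Of the 20 miRNAs of Table 1, 18 meet it, and miR-22-3p (ratio of means 1.77) and PC-5p-9056_653 (0.612) do not.

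The paper states that qRT-PCR found miR-27a-3p and miR-196b-5p lower in OVX-Exo than in Sham-Exo, in verification of the sequencing. In the sequencing values miR-27a-3p was higher in OVX-Exo, with a log2 fold change of 2.97, and of 1.55 to 3.69 under the alternatives. Its split of reads with miR-27b-3p is uncertain, and the sum of both had a log2 fold change of 1.33. MiR-196b-5p was listed at 0 in each Sham-Exo library, where 2.04 to 5.62 reads would be counted at the mean rate of OVX-Exo, near or under the minimum of 5, so its direction in the sequencing is not settled. Table 1 of the paper lists both as higher. The paper's qRT-PCR of exosomes was relative to an external control RNA, while TPM is relative to the library's total. The measures therefore differ, and their directions need not be the same. The qRT-PCR values were not analysed here.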

Other observations

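Of 15 entries of miRNAs reported in bone formation or resorption, listed before the deposited tables were examined but after Table S2 had been seen, 7 could be tested, and the log2 fold change was positive in 7 of 7, with a median of 1.45, or 1.31 without miR-31a-5p, which the paper picked from these libraries. The entries that could not be tested ran both ways. For example, miR-133a-3p and miR-503-3p were listed at 0 in every OVX-Exo library, and miR-34a-5p and miR-214-5p in every Sham-Exo library. Over the rno-miR entries 73 of 93 were positive, with a median of 1.16, so the list was not tested apart from that shift. None passed limma's adjusted p of 0.05, 3 were below an unadjusted p of 0.05, and 2 passed when adjusted over the list alone, miR-31a-5p and miR-223-3p. After scaling by known rat miRNA reads 5 were positive and 2 negative. MiR-29a-3p was at 106 ± 40.5 TPM in OVX-Exo and 31.9 ± 41.6 in Sham-Exo (SD, n = 3; log2 fold change 2.46, limma adjusted p = 0.373). MiR-21-5p had a log2 fold change of 0.79, or -0.04 after that scaling, and miR-125b-5p of 0.73, or -0.10.

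Of 11 entries of blood cell miRNAs, 8 could be tested, 4 with positive and 4 with negative log2 fold changes, or 4 and 3 of 7 distinct sequences, since 2 entries of miR-486 share a sequence and values. The negative ones were 3 entries of miR-486 and miR-451-5p. None passed the adjusted p over all entries. Adjusted over the list alone, 2 were higher, miR-223-3p at 27.1, 6.41 and 5.73 TPM in the OVX-Exo libraries and miR-144-5p at 9.87, 3.50 and 7.64, both listed at 0 in each Sham-Exo library. MiR-451-5p, abundant in red blood cells, was at 36.0 ± 12.5 TPM in OVX-Exo and 64.2 ± 43.1 in Sham-Exo (SD, n = 3), and miR-144-3p at 23.0 ± 10.7 and 12.1 ± 14.4.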
